# Function-informed transcriptome analysis of *Drosophila *renal tubule

**DOI:** 10.1186/gb-2004-5-9-r69

**Published:** 2004-08-26

**Authors:** Jing Wang, Laura Kean, Jingli Yang, Adrian K Allan, Shireen A Davies, Pawel Herzyk, Julian AT Dow

## Abstract

**Background:**

Comprehensive, tissue-specific, microarray analysis is a potent tool for the identification of tightly defined expression patterns that might be missed in whole-organism scans. We applied such an analysis to *Drosophila melanogaster *Malpighian (renal) tubule, a defined differentiated tissue.

**Results:**

The transcriptome of the *D. melanogaster *Malpighian tubule is highly reproducible and significantly different from that obtained from whole-organism arrays. More than 200 genes are more than 10-fold enriched and over 1,000 are significantly enriched. Of the top 200 genes, only 18 have previously been named, and only 45% have even estimates of function. In addition, 30 transcription factors, not previously implicated in tubule development, are shown to be enriched in adult tubule, and their expression patterns respect precisely the domains and cell types previously identified by enhancer trapping. Of *Drosophila *genes with close human disease homologs, 50 are enriched threefold or more, and eight enriched 10-fold or more, in tubule. Intriguingly, several of these diseases have human renal phenotypes, implying close conservation of renal function across 400 million years of divergent evolution.

**Conclusions:**

From those genes that are identifiable, a radically new view of the function of the tubule, emphasizing solute transport rather than fluid secretion, can be obtained. The results illustrate the phenotype gap: historically, the effort expended on a model organism has tended to concentrate on a relatively small set of processes, rather than on the spread of genes in the genome.

## Abstract 2

Analysis of the transcriptome of the *Drosophila melanogaster* Malpighian (renal) tubule gives a radically new view of the function of the tubule, emphasising solute transport rather than fluid secretion.

## Background

Microarrays allow the interrogation of the transcriptome, the set of genes transcribed in a particular cell type under a particular condition [1]. Arrays are particularly potent tools when their coverage is relatively comprehensive, based on a completed and well annotated genome, such as that of *Drosophila *[2]. Commonly, they are used in time series, for example of development, of life events such as metamorphosis [3], of rhythmic behavior [4] or of responses to environment, such as aging or starvation [5,6]. In *Drosophila*, arrays are frequently used for whole-organism studies, but in multicellular organisms the ease of experimentation must be balanced against two potential problems: sensitivity and opposing changes. In the first case, even large changes in gene expression in a small tissue will not significantly influence the overall levels in the whole organism; in the second, changes in opposite directions in roughly balanced populations of cells (for example, the sharpening of expression patterns of pair-rule genes) will cancel out at an organismal scale. It is thus vital to resolve gene expression not only over time but also over space. In practice, this means looking at gene expression in defined cell types and tissues as well as in the whole organism. Our assumption is that the expression of many putative genes will go undetected until such tissue-specific studies are performed [7] - with obvious consequences for post-genomics - and we illustrate this point in this paper.

We applied Affymetrix arrays in the context of a defined tissue with extensive physiological characterization, the Malpighian (renal) tubule of *Drosophila melanogaster*. The tubule is a valuable model for studies of both epithelial development and function. Developmentally, the tissue is derived from two distinct origins: an ectodermal outpushing of the hindgut and subsequent invasion (late in embryogenesis) by mesodermal cells [8]. Tubule morphology is very precisely and reproducibly specified; in the tiny tissue of 150 cells, there are altogether six cell types and six regions, specified to single-cell precision [9]. The transport processes that underlie fluid production in the tubule are known in extraordinary detail for so small an organism [10-12]. The dual origin of the cell types is reflected by dual roles for the ectodermal principal cells and mesodermal stellate cells in the mature tubule; the principal cell is specialized for active transport of cations, whereas the stellate cell appears to control passive shunt conductance [11,13,14]. Cell signaling pathways are also understood in considerable detail: several peptide hormones that act on tubule have been identified [15-17], and the second messengers cyclic AMP, cyclic GMP, calcium and nitric oxide have all been shown to have distinct roles in each tubule cell type [10,18-20].

This wealth of physiological knowledge provides a framework for the analysis of the results, and thus - unusually in genetic model organisms - a reality check on the usefulness of the experiment.

## Results

The principle of the experiment was to compare the transcriptome of 7-day adult *Drosophila melanogaster *Malpighian (renal) tubules, for which defined state there is a wealth of physiological data, with matched whole flies. 

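The values behind the passages below are the MAS 5.0 signal intensities that the authors deposited for 13,966 probe sets in 5 tubule arrays and 5 whole fly arrays, numbered as matched pairs 2 to 6. The paper states that tubules were dissected in batches of 1000 and whole flies of the same culture homogenized in batches of 100. It does not give the number of batches behind an array. Log2 signals of tubule and fly were compared within the 5 pairs by limma, with p adjusted over all probe sets. Enrichment is the mean of the 5 within-pair ratios of tubule to whole fly signal, with the standard deviation (SD). The errors the paper prints are standard errors. Genes were also grouped in 34 lists, of transporters, enzymes and markers of other tissues, fixed before the deposited signals were seen. The paper's tables of enriched genes were known by then, so the 34 lists are not all independent of these arrays. Of these lists, 29 passed a test against all other genes with a preset correlation (camera, adjusted p under 0.05), 18 of them toward tubule, and 0 passed with an estimated correlation, where the lowest adjusted p = 0.17 (10 had an unadjusted p under 0.05, and 32 passed fry, which tests each list by itself).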

As described in Materials and methods, data were analyzed by Affymetrix MAS 5.0 software, or by dChip, or dChip and Significance Analysis of Microarrays (SAM) software. Both methods of identifying differentially expressed genes from dChip-normalized data gave virtually the same results. Indeed, SAM analysis followed by further filtering produced 1,465 differentially expressed genes compared to 1,455 genes identified within filtering by dChip alone. Furthermore, the latter list is indeed a subset of the former one. For that reason we report only the list generated by dChip in comparison with MAS data.

Both MAS and dChip/SAM gave comparable views of the data, despite the radically different approaches to analysis. It has been shown that the average absolute log ratios between replicate arrays calculated with dChip are significantly lower than one calculated with Affymetrix software (Li and Wong [21]). This bias affecting fold-change calculations is the price of the increased precision that manifests itself in reduced variance, and consequently in the increased sensitivity of identification of differentially expressed genes. Nonetheless, the rank correlation is good (Spearman's *r *= 0.6, *p *< 0.0001). 

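CG2680 (signal 3,265 ± 281, enrichment 31.2 ± 5.04), CG16762 (signal 3,380.4 ± 242, enrichment 27.6 ± 3.26), CG6602 (signal 5,122 ± 460.5, enrichment 29.3 ± 8.53) and CG14195 (signal 1,415 ± 112, enrichment 27.4 ± 8.54) were higher in tubule than in whole flies (SD, n = 5 pairs, the largest adjusted p was 2.2e-07, limma). They are among 791 probe sets that were called higher, had an enrichment of at least 2 and had a tubule mean at least 100 above the whole fly mean. With an unadjusted p under 0.01 and a lower bound on the ratio in place of the mean, as the paper describes for dChip, the number was 643. Of the 1,450 probe sets of the paper's additional file found among these values, 775 reached the same enrichment and difference and 1,348 were called higher.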

Taking genes called as significant by both systems, MAS5 'up' call or dChip *t*-test *p*-value of 0.01, and narrowing the list by setting an arbitrary cutoff of twofold enrichment and minimum mean difference of 100, MAS5 reported 683 genes and dChip reported 671. Furthermore, the dChip-reported genes overlap with 77% of MAS5-reported genes and this number increases to 91% if only the top 500 MAS5-reported genes are considered. Our confidence in the quality of the dataset is thus high. For simplicity, and because the two analyses produce concordant results, further analysis is restricted to the MAS5 results.

The full microarray data have been deposited in ArrayExpress [22]. 

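The median of the genes for cytosolic ribosomal proteins, the protein part of the translation machinery, moved little between replicate tubule arrays: over the 37 members it lay between -0.06 and 0.08 log2 from the mean of the 5 arrays. Single members could move more, such as RpS5b (tubule signal 193 ± 136, SD). The median of the V-ATPase subunit genes, which encode the proton pump of the tubule membrane, stayed between -0.11 and 0.05 (28 genes). Genes for digestive enzymes of the midgut did not: the median of 33 was 1.50 above the mean in tubule array 3 and -1.92 in tubule array 4. Those for secreted proteins of the male accessory gland and ejaculatory duct spread further, from 1.72 in tubule array 5 to -2.92 in tubule array 6 (16 genes), and testis and sperm genes lay at 0.90 and -0.94 in these arrays (22 genes). Genes for yolk, chorion and vitelline membrane proteins of the egg lay at -1.08 in whole fly array 2 and between 0.002 and 0.39 in the other 4 fly arrays (20 genes). Over all probe sets the rank correlation of 2 tubule arrays was 0.907 to 0.926 (median 0.918, 10 array pairs), and that of 2 fly arrays 0.944 to 0.971 (median 0.956). With 5 arrays a group, these ranges carry no test.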

The fly versus fly and tubule versus tubule samples were extremely consistent, despite the technical difficulty in obtaining the latter (30,000 tubules were dissected in total). In contrast, there was wide divergence between fly and tubule samples (Figure 1). 

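CG13665, now CG31097 (signal 408 ± 84.5, whole fly signal 5.32 ± 2.99), and CG14957 (signal 728 ± 372, whole fly signal 13.7 ± 15.9) had the highest ratios, 98.9 ± 51.2 and 95.9 ± 62.5 (SD, n = 5), over whole fly signals near background (CG14957 had 41.5 in fly array 2, 2.00 to 10.7 in the other 4). These ranks rest on the low signals: with signals under 50 set to 50 the log2 fold change was 3.00 for CG31097 and 3.66 for CG14957, and 5.78 for Irk3. The lowest log2 fold changes were those of EbpII, an ejaculatory bulb protein gene (-9.18, signal 208 ± 461), a probe set with no gene in the annotation (-8.95, signal 128 ± 279), CG13421, the odorant binding protein gene Obp57c (-8.07), and the mucin genes Muc12Ea (-7.90) and Muc68D (-7.75); the largest adjusted p of these 7 was 7.2e-04 (limma). In some of these a single tubule array stood high: EbpII had 1,032 in array 2 (1.30 to 3.00 in the other 4), the probe set with no gene 628 in array 5 (1.10 to 7.20) and Muc12Ea 466 in array 5 (1.20 to 4.80). As such low tubule signals are near background, the size and the order of these lowest changes are uncertain. The rank correlation of a tubule with a fly array was 0.680 to 0.795 (median 0.733, 25 array pairs). Among the 6,125 probe sets with a mean signal of at least 50 its median was 0.401.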

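Of 37 genes for cytosolic ribosomal proteins, 19 were higher and 6 lower in tubule (20 and 6 when adjusted over the list alone); RpS10a (enrichment 0.0934 ± 0.0773) and RpS5b (0.0779 ± 0.0543) were the lowest (SD, n = 5 pairs). The list's median log2 fold change was 0.26 and its mean -0.27, and the list stood toward tubule against other genes (camera, adjusted p = 0.0016, adjusted p = 0.41 with an estimated correlation), but the direction turned under quantile normalization (adjusted p = 0.48).
All 20 genes for structural proteins of muscle were lower in tubule (camera, adjusted p = 1.1e-07, and adjusted p = 0.17 with an estimated correlation), among them Argk1, an arginine kinase (enrichment 0.769 ± 0.0654), and Act87E, an actin (enrichment 0.681 ± 0.0699). The Act87E probe set carries the suffix of a gene family, so its signal may not be that of Act87E alone. Genes of the egg and the female germline followed. All 20 for yolk, chorion and vitelline membrane proteins were lower (camera, adjusted p = 7.1e-07, and adjusted p = 0.17 with an estimated correlation), from Yp1 (enrichment 0.275 ± 0.0604) to Cp16, a chorion protein gene (enrichment 0.00787 ± 0.00891). Of 22 female germline genes 21 were lower and 1, tud (enrichment 1.92 ± 0.247), higher (camera, adjusted p = 1.4e-05, and adjusted p = 0.17 with an estimated correlation). All 16 genes for secreted proteins of the male accessory gland and ejaculatory duct were lower (camera, adjusted p = 0.0035, and adjusted p = 0.43 with an estimated correlation), though the tubule arrays stood apart for them (the median lay from -2.92 log2 in array 6 to 1.72 in array 5), and so were 18 of 19 genes of DNA replication and mitosis (camera, adjusted p = 1.6e-05, and adjusted p = 0.17 with an estimated correlation). Of 23 neuronal genes, 13 were lower and 1, Csp, higher (enrichment 1.62 ± 0.290, 1 higher and 15 lower when adjusted over the list alone, camera, adjusted p = 0.039, and adjusted p = 0.17 with an estimated correlation). Without pair 4 this list did not pass (adjusted p = 0.057). Nor did it with signals under 50 set to 50 (adjusted p = 0.89) or among genes with a mean of at least 50 (adjusted p = 0.62), so its call rests on low signals.
Over the array, 2,342 probe sets were higher and 5,076 lower in tubule (limma, adjusted p under 0.05). The share called higher, 31.6% of calls, rested on the scaling: it was 54.6% after quantile normalization and 18.4% with RpL32 held constant. With pairs 4 and 6 alone, chosen after the digestive enzyme signals were seen, 1,623 were higher and 3,528 lower.

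**Figure D1:**
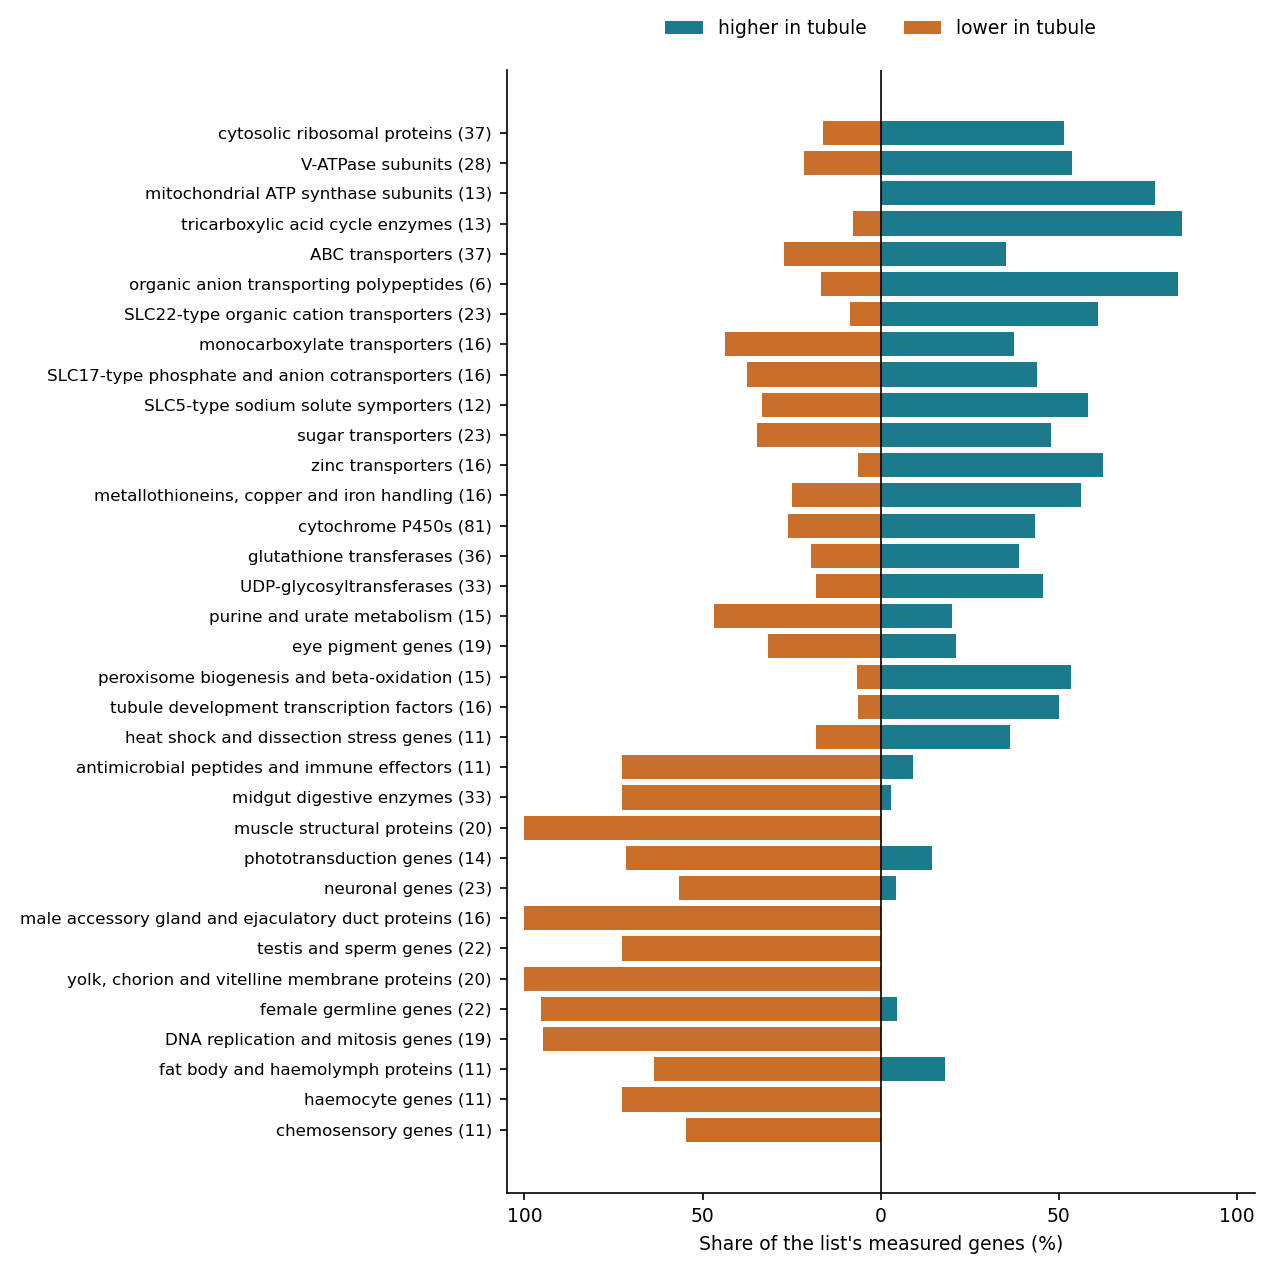
Share of the measured genes of each of 34 lists called higher (right) or lower (left) in tubule than in whole flies by limma at an adjusted p under 0.05, n = 5 matched pairs; the number of measured genes stands in brackets.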

Although a common set of housekeeping genes showed comparable abundance, there was a large set of genes enriched in the fly sample, and a smaller set of genes strongly enriched in the tubule sample. In detail, of 13,966 array entries, 6,613 genes were called 'present' in all five fly samples, compared with 3,873 in tubules. 

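In all 5 tubule arrays and all 5 fly arrays, 3,472 probe sets had a signal of at least 50, among them those of eIF1 (CG17737), a translation initiation factor gene (signal 628 ± 52.6, whole fly signal 632 ± 35.4), and Hnf4, a nuclear receptor gene (signal 215 ± 19.7, whole fly signal 224 ± 24.9, SD, n = 5). A further 604 had it in every tubule array but not in every fly array, and 1,971 in every fly array but not in every tubule array, such as that of Arr2, an arrestin gene of the photoreceptors (signal 17.3 ± 11.6, whole fly signal 1,951 ± 223). The totals were 4,076 for tubule and 5,443 for fly. A signal limit of 20 gave 6,315 and 8,511, with 464 in every tubule array but not in every fly array and 2,660 the other way round. The limit stands in for the presence calls, which these values do not carry, and no test was made on the counts.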

A total of 3,566 genes were present in both fly and tubule: 3,047 in fly only and 307 in tubule only. This illustrates the point that whole-organism views of gene expression are not necessarily helpful in reflecting gene-expression levels in individual tissues. The microarray data are summarized in Tables 1,2.

### Validation of the microarray

Four genes were selected from each of three fly tubule expression classes: very highly enriched; uniformly expressed; and very highly depleted. The expression of each gene was verified by quantitative reverse transcription PCR (RT-PCR) and the data are presented in Table 3. The agreement between Affymetrix microarray and quantitative PCR determination is good, further increasing our confidence in the robustness of the dataset, and in the approximate correspondence between signal and RNA abundance as a population average. It should be noted that the absolute sizes of the ratios are quite variable; this is a property of dividing a large number by a very small one. Nonetheless, genes scored as enriched or depleted on the arrays are invariably similarly scored by quantitative RT-PCR (QRT-PCR).

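Of the 10 genes of this comparison with a single-gene probe set, CG13905, now mat (signal 2,826 ± 918), and CG13836, now Irk1, an inward rectifier channel gene (signal 149.8 ± 23.2, at a whole fly signal of 2.12 ± 0.853, by 1 of its 2 probe sets), were at 85.2 ± 51.7 and 80.6 ± 34.4 times the whole fly signal (SD, n = 5 pairs). TpnC4 (CG12408), another troponin C gene (enrichment 0.0128 ± 0.00436), and Act88F, an actin of flight muscle (enrichment 0.00866 ± 0.00422), were lower in tubule, as was CG15575, now Muc4B (enrichment 0.250 ± 0.150, the largest adjusted p of the 5 was 3.1e-04, limma) by the probe set with the highest mean signal, while its other 2 had 0.0147 ± 0.0178 and 0.107 ± 0.146. CG8327, the spermidine synthase gene SpdS (enrichment 1.00 ± 0.198, adjusted p = 0.9), did not pass in either direction. Log2 enrichments of the 10 genes and those the paper prints from QRT-PCR had a Pearson correlation of 0.846 (permutation p = 0.0033) and a Spearman correlation of 0.806 (permutation p = 0.0074). With the CG15575 probe set at 0.0147, chosen after the values were seen, they were 0.919 (permutation p = 5.6e-04) and 0.806 (permutation p = 0.0074). The genes were picked for the comparison from these arrays, so the span between the classes was set by the choice. CG10731 and Arp66 are left out, with no probe set of their own in the annotation.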

These data can also be used to validate the use of the normalized Affymetrix signal as a semi-quantitative measure of RNA abundance (Table 1). If the QRT-PCR dataset of Table 3 is normalized against corresponding signals for *rp49 *(generally taken to be a ubiquitous gene with invariant expression levels in *Drosophila*), and compared with the globally normalized Affymetrix signal, the agreement is seen to be excellent (Figure 2), with a Spearman's *r *of 0.83 (*p *< 0.0001). With appropriate caution, the normalized Affymetrix signal can thus be taken as a reasonable estimate of expression levels between genes.

Table 1 shows the top 20 genes listed by mean Affymetrix signal intensity. Although this is only a semi-quantitative measure of transcript abundance, the identities of the known genes in the lists are illuminating, and persuade us that the approach has some informal value. Specifically, mRNAs for ribosomal proteins dominate the list, and transporters are conspicuous in the balance. For example, the V-ATPase that energizes transport by tubules is represented by one gene (other subunits are also abundant, but just below the cutoff for Table 1). 

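Among the abundant ribosomal transcripts of Table 1, RpS30 (signal 6,543 ± 389, enrichment 1.28 ± 0.124) and RpS21, there oho23B (signal 5,939.9 ± 393, enrichment 1.33 ± 0.120), were higher in tubule (SD, n = 5 pairs). So were genes of mitochondrial energy supply: ATPsynE (CG3321) and blw, subunits of the ATP synthase (signal 6,034 ± 273, enrichment 1.63 ± 0.105 and signal 6,889.5 ± 318, enrichment 1.74 ± 0.0724), and cype, a cytochrome c oxidase subunit (signal 5,820.3 ± 449, enrichment 1.51 ± 0.174, the largest adjusted p of the 5 was 0.0097, limma). Table 1 also lists CG3168, the most abundant of its organic cation transporter genes (signal 10,199 ± 1,026, enrichment 6.19 ± 0.653, adjusted p = 2.9e-07). Of the 32 probe sets of the table that the annotation gives to a single gene or the additional file to a gene, 31 were higher. Of its other 15 entries, matched by the tubule signal that the paper prints, 11 were higher and 4 did not pass: CG4046, sop, Ser99Da (enrichment 0.635 ± 0.465, adjusted p = 0.079) and Ser99Db (enrichment 0.614 ± 0.450, adjusted p = 0.070). The table was drawn from these arrays, so this is not independent evidence of their direction. Holding RpL32 constant lowers every log2 fold change by 0.34 alike; 6 of the 19 ribosomal protein genes called higher then fell below 0, among them RpS7 (0.25 as scaled, -0.09) and RpL17 (0.33 as scaled, -0.003).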

The α-subunit of the Na^+^, K^+ ^ATPase is also highly abundant: this is more surprising, and is discussed below. Two organic cation transporters are also very abundant. Alcohol dehydrogenase, long known to be expressed in tubules [23,24], is also a major transcript. 

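The probe set with the tubule signal that the paper prints for Adh, an alcohol dehydrogenase gene, had a signal of 8,895 ± 882 in tubule and 6,831 ± 854 in whole flies, 1.31 ± 0.0946 times (SD, n = 5, adjusted p = 0.0047, limma). It was higher in tubule in every pair. The annotation gives this probe set to more than 1 gene, so its signal is not that of Adh alone.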

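MtnA, a cysteine-rich protein gene that binds copper and other metals, had a tubule signal of 12,114 ± 1,299 and a whole fly signal of 4,091 ± 441, enrichment 2.96 ± 0.109, adjusted p = 1.6e-06 (SD, n = 5, limma). MtnC, a second metallothionein gene (signal 2,819 ± 541, enrichment 5.08 ± 1.48, adjusted p = 1.6e-05), was higher as well. Tsf1 and Tsf2, genes of iron-binding transferrins, were lower in tubule (enrichment 0.203 ± 0.0821 and 0.174 ± 0.0413, the larger adjusted p was 3.6e-05). Of the 16 measured genes for metallothioneins and copper and iron handling, 9 were higher and 4 lower (camera, adjusted p = 0.0034, and adjusted p = 0.17 with an estimated correlation). Ctr1B, a copper importer gene of this list, is among those the paper's tables print as enriched on these arrays, so the count is not wholly independent evidence.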

There are also surprises: the most abundant signal is for metallothionein A. This is entirely consistent with our classical understanding of tubule function: it has long been known as a route for metal sequestration and excretion [25-30]. However, in the entire literature on Malpighian tubules, we are not aware of a physiological investigation of the role of metallothionein, other than documentation of expression [31,32]. The microarray results can thus potently direct and inform future research.

Table 2 lists the 53 tubule-enriched genes that are enriched at least 25-fold, in comparison with the whole fly (the full list is provided as an additional data file). 

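Fst (CG9434, signal 1,816 ± 569.7, enrichment 40.6 ± 24.7), CG13311 (signal 1,954 ± 305, enrichment 43.5 ± 20.6), CG3690 (signal 3,021 ± 319.8, enrichment 34.8 ± 9.97), CG15359 (now CG31663, signal 746 ± 123, enrichment 38.7 ± 15.5) and CG17817, the TRP channel gene wtrw (signal 105 ± 19.5, enrichment 40.9 ± 25.2), were among the genes with a tubule signal at least 25 times that of whole flies (SD, n = 5 pairs). The largest of their adjusted p values was 1.8e-05 (limma). In all, 56 probe sets were at least 25-fold and 213 at least 10-fold higher. All 53 probe sets of Table 2 were higher at 25-fold or more; the paper took them from these arrays, so this is not independent evidence. The number at 25-fold fell to 20 with 16 added to each signal and to 31 with RpL32 held constant.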

The conspicuous feature of these data is the extent to which tubule transcripts differ from any previously published profile. 

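Genes of the testis and sperm were low in tubule: 16 of 22 were lower and 0 higher (0 higher and 18 lower when adjusted over the list alone, camera, adjusted p = 0.0014, and adjusted p = 0.35 with an estimated correlation), down to Mst98Cb (enrichment 0.0496 ± 0.0466, SD, n = 5 pairs). Of 11 chemosensory genes 6 were lower and 0 higher (camera, adjusted p = 0.024, and adjusted p = 0.35 with an estimated correlation), among them Obp19d, an odorant binding protein gene (enrichment 0.0331 ± 0.0118). With signals under 50 set to 50 the chemosensory list did not pass (adjusted p = 0.32), and 0 of its genes had a tubule mean of at least 50. Immune genes were lower too, 8 of 11, with 1 higher (1 higher and 9 lower when adjusted over the list alone, camera, adjusted p = 0.043, and adjusted p = 0.21 with an estimated correlation): Def, which encodes the antimicrobial peptide defensin, was at 0.0303 ± 0.0404 times and AttD, an attacin gene, at 8.06 ± 8.57 times (adjusted p = 0.0049). The immune list lay 0.93 log2 above its mean in whole fly array 2, where AttD was high too (138 against 12.0 to 45.4), and without pair 2 it did not pass (adjusted p = 0.061). For proteins of the fat body and haemolymph 7 of 11 genes were lower and 2 higher (3 higher and 8 lower when adjusted over the list alone), and for haemocytes 8 of 11 were lower and 0 higher (1 higher and 8 lower when adjusted over the list alone), but neither list passed (camera, adjusted p = 0.12 and 0.056, adjusted p = 0.37 and 0.17 with an estimated correlation). Without pair 5 or pair 6 the haemocyte list passed (adjusted p = 0.033 and 0.038). At 2-fold or more, 1,369 probe sets were higher and 3,990 lower in tubule (limma). With every signal under 50 set to 50 these numbers were 863 and 1,264, and after quantile normalization 2,827 and 2,583.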

When comparing fly with tubule, there is a large set of genes that are downregulated and another large set of genes that are upregulated in tubule. The extent of the upregulation is also remarkable: the top gene is 99-fold enriched; the top 10 at least 50-fold enriched; and the top 100 at least 16-fold enriched in tubule compared to fly. 

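Below the genes of the first ranks stood CG14963 (signal 3,818 ± 223, enrichment 55.4 ± 16.3), CG17043, now part of the hormone receptor gene Dh31-R (signal 204 ± 25.1, enrichment 49.9 ± 14.2), and CG18095 (signal 226 ± 11.8, enrichment 47.8 ± 26.3), all higher in tubule (SD, n = 5 pairs, the largest adjusted p was 5.7e-06, limma). Among probe sets called higher, the enrichment was 98.9 at rank 1, 53.7 at rank 10, 26.8 at rank 50, 18.2 at rank 100 and 10.5 at rank 200.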

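CG14293, now CG34284 (signal 2,850.3 ± 456, whole fly signal 85.7 ± 18.0), held an enrichment of 33.5 ± 1.59 and CG8028, a monocarboxylate transporter gene, of 36.6 ± 4.71 (SD, n = 5 pairs). In others the ratio spread widely: CG3014 had 54.0 ± 77.3, with a whole fly signal of 11.6 ± 8.18, and CG17028 had 33.4 ± 39.7, with a whole fly signal of 18.2 ± 12.7. Their tubule signals were 246 ± 12.0 and 288 ± 56.8. All 4 were higher in tubule in every pair (the largest adjusted p was 1.6e-04, limma).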

The standard errors are also extremely low, meaning that we can be very confident (by two separate statistical measures) of the genes called significantly enriched in tubule.

### The phenotype gap

Another prominent feature of the signal data in Table 1 is the relatively large fraction of novel genes (those for which there is not even a computer prediction of function) at the top of the list. Indeed, five of the top 10 genes by signal intensity are completely novel - that is, there are no known orthologs - and should provide tantalizing insights into tubule function. 

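CG7874, since named Mur18B for its mucin-like sequence, had a tubule signal of 10,672 ± 1,158 and an enrichment 7.35 ± 0.876 (SD, n = 5 pairs). CG14292 had 10,392 ± 1,279.6 and 8.42 ± 1.01, CG13315 had 7,818 ± 827 and 3.86 ± 1.39, and CG14245 had 7,767 ± 682 and 13.4 ± 5.25, in the same order. All 4 genes were higher in tubule (the largest adjusted p was 6.2e-05, limma). Whole fly array 2 had the highest fly signal of CG14245 (1,568, 394.7 to 648.0 in the other 4).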

The 'phenotype gap' [33,34] is a key problem in functional genomics; that is, the genetic models preferred for genomics are historically not the organisms selected by physiologists. This can lead to a log-jam in reverse genetics, which depends critically on a wide range of phenotypes to identify effects of the mutation of target genes [12]. It has recently become possible to quantify the phenotype gap [35]. The present dataset elegantly exposes the phenotype gap in *Drosophila*, and shows that the tubule phenotype may go some way to closing it. Around 20% of *Drosophila *genes have been studied in sufficient detail to attract names (beyond the standard 'CG' notation for computer-annotated genes). 

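Of the 50 probe sets most enriched in tubule, among those of a single gene, 20 (40%) carry a name beyond the CG number in the current annotation, st, Irk3 and NaPi-T among them; of the 12,393 other single-gene probe sets 60.6% do (Fisher's exact p = 0.0036). For the top 100 the share was 38% (exact p = 7.1e-06), and for the top 200 it was 43% (exact p = 5.6e-07). Some genes have several probe sets among these; with 1 probe set per gene, a count added after the others were seen, 16 of the top 50 genes (32%) had a name against 58.7% of the other 10,795 (exact p = 2.3e-04), and 31% of the top 100 and 40% of the top 200 did. Examples that have gained a name since are CG8776, now nemy (signal 2,731 ± 164, enrichment 26.6 ± 4.80, adjusted p = 5.8e-08, limma, SD, n = 5), and CG8791, now MFS12 (signal 448 ± 212, enrichment 26.8 ± 16.6). By the names of the paper's own additional file, a check added after these shares were seen, 2 of the top 50, 6 of the top 100 and 18 of the top 200 were named; that file gives no share for the rest of the array. The current annotation is later than the paper's, and the paper's 20% for all genes was of its own time. The paper proposes that earlier work tended to overlook these genes.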

Figure 3 shows that the fraction of anonymous genes in the tubule-enriched list is far higher than would be expected. That is, previous work has tended to overlook these genes. Conversely, because it is possible to perform detailed physiological analysis in tubules, it is possible to close the phenotype gap for these genes. There is a general implication from these data: that functional genomics, in *Drosophila *and other species, will rely increasingly on the study of specific tissues, as it is only in this context that expression of genes will be either measurable or explicable.

### Reconciling array data with function

Many microarray experiments merely classify enriched genes to their Gene Ontology families. However, the uniquely detailed physiological data available on the Malpighian tubule allows a much more informative approach. The dataset can be validated by inspection, based on known molecular functions in the tissue and new functions can be inferred from abundant or enriched transcripts in the dataset. As the array is relatively comprehensive (corresponding to the 13,500 genes in release 1 of the Gadfly annotation), the results are also relatively authoritative.

#### Organic solutes

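Among the 37 genes for cytosolic ribosomal proteins the largest enrichment was 1.42 ± 0.142, that of RpL3 (adjusted p = 0.0015, limma, SD, n = 5 pairs), and 0 reached 2. Transporter families differed: 5 of 23 SLC22-type organic cation transporter genes, 8 of 23 sugar transporter genes and 5 of 12 sodium solute symporter genes had a signal at least 10 times that of whole flies, against 3 of 16 zinc transporter genes, 3 of 16 SLC17-type cotransporter genes, 2 of 16 monocarboxylate transporter genes, 1 of 6 genes of organic anion transporting polypeptides, 3 of 37 ABC transporter genes and 0 of 28 V-ATPase genes (enrichments counted without a test). These transporter lists, that of the V-ATPase included, hold genes seen as enriched in the paper's tables, which come from the same arrays. Of the 13 subunit genes of the mitochondrial ATP synthase and 13 of the tricarboxylic acid cycle, the largest were ATPsyngamma (enrichment 1.98 ± 0.107, adjusted p = 2.3e-05) and ScsbetaG (enrichment 2.22 ± 0.259, adjusted p = 1.5e-04).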

The housekeeping ribosomal transcripts vanish from the enrichment list (Table 2), which is now dominated by transporters. Intriguingly, these are not for the V-ATPase that is considered to dominate active transport by the tubule, but for organic and inorganic solutes. 

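Of 23 SLC22-type transporter genes, which carry organic cations and other charged solutes across membranes, 14 were higher and 2 lower in tubule (camera, adjusted p = 1.2e-06, and adjusted p = 0.17 with an estimated correlation); CG7084 (signal 7,211 ± 735, enrichment 36.8 ± 14.5) and CG17752 (signal 4,847 ± 82.2, enrichment 21.1 ± 4.63) were among the higher and CG6356 (enrichment 0.301 ± 0.216) among the lower (SD, n = 5 pairs). Organic anion transporting polypeptides gave 5 higher and 1 lower of 6 (camera, adjusted p = 0.0016, and adjusted p = 0.17 with an estimated correlation), from Oatp58Dc (CG3380, signal 3,385 ± 282, enrichment 24.1 ± 3.63) to Oatp33Ea (enrichment 0.470 ± 0.213). The 16 monocarboxylate transporter genes split, 6 higher, such as CG8468 (enrichment 10.4 ± 1.60), and 7 lower, such as out (enrichment 0.275 ± 0.0600); their median log2 fold change was -0.10 and their mean 0.37, and the list did not pass (camera, adjusted p = 0.14, and adjusted p = 0.27 with an estimated correlation). CG7255, a cationic amino-acid transporter gene (signal 308 ± 75.2, enrichment 7.18 ± 1.69, adjusted p = 3.9e-06, limma), was higher, as were CG14694 (signal 584 ± 49.2, enrichment 13.4 ± 3.62) and CG6574 (signal 190.5 ± 17.2, enrichment 4.15 ± 0.585), which the paper lists as folate transporters. Each of these 3 lists includes genes the paper took from these arrays, so their counts are not independent evidence. SLC22-type genes stood 0.37 log2 above their 5-array mean in whole fly array 2.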

There is a range of broad-specificity transporters - for organic cations, anions, monocarboxylic acids, amino acids and multivitamins. There are also multiple inorganic anion co-transporters for phosphate and iodide. 

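NaPi-T, a sodium-dependent phosphate cotransporter gene, had signal 1,006 ± 151, enrichment 26.8 ± 5.19, and CG7881 of the same family signal 1,005 ± 69.2, enrichment 27.1 ± 6.35 (SD, n = 5 pairs). Across the 16 SLC17-type genes for phosphate and other anions 7 were higher and 6 lower (camera, adjusted p = 0.025, and adjusted p = 0.35 with an estimated correlation); the median log2 fold change was -0.13 and the mean 0.60. CG9254 was the lowest of those with a signal of at least 50 in a group (enrichment 0.151 ± 0.0892). Of 12 SLC5-type sodium solute symporter genes, the family of the iodide and multivitamin transporters, 7 were higher and 4 lower (camera, adjusted p = 0.0016, and adjusted p = 0.17 with an estimated correlation). CG2196, now salt (signal 5,298 ± 540.1, enrichment 27.7 ± 8.37), and CG8934, now within kumpel (signal 4,805 ± 230.4, enrichment 27.1 ± 4.70), were higher and CG5687 lower (enrichment 0.0754 ± 0.0485, the largest adjusted p of the 6 named genes was 8.3e-05, limma). Both lists hold genes chosen by the paper on these arrays and are not independent evidence.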

Most are not only very highly enriched, but also highly abundant. In more detail, the results are remarkable (Table 4). Nearly every class of transporter is represented, and almost all of these have at least one representative that is both abundant and enriched, implying a very specific renal role; indeed, this table contains the genes with the highest average enrichments of any class, frequently more than 30-fold. 

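CG30344 (there CG8054), a multidrug efflux transporter gene, had signal 1,366 ± 151, enrichment 6.31 ± 0.876; Ndae1, a sodium-driven anion exchanger gene, signal 531 ± 76.2, enrichment 4.74 ± 1.17 (SD, n = 5 pairs). CG17751 (signal 1,331 ± 76.1, enrichment 25.0 ± 9.32) and CG16727 (signal 3,152 ± 446, enrichment 22.9 ± 7.11) are organic cation transporter genes. The smallest signals in the table were those of CG31668 (there CG10879, signal 5.88 ± 0.853, enrichment 3.45 ± 1.53), bw and CG7342 (signal 20.1 ± 3.38, enrichment 4.67 ± 3.35), under 50 in both groups. All 50 probe sets of Table 4 were higher in tubule (limma, adjusted p under 0.05), 26 of them by 10 times or more and 7 by 30 times or more, with a median enrichment of 10.1. Since Table 4 lists enriched genes from these arrays, the count is not independent evidence of direction.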

Some transporters have been documented implicitly as having a tubule role; many of the classical *Drosophila *eye-color mutants also have an effect on tubule color, and have since been shown to encode genes for transport of eye-pigment precursors [12,36]. These genes now turn out to be both abundant and enriched; among the ABC transporters are *scarlet *and *white*, and among the monocarboxylic acid transporters is *CG12286*, which we have recently argued to correspond to karmoisin, a probable kynurenine tranporter [37]. 

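st (scarlet), which encodes a half-transporter for eye pigment precursors, had signal 1,521 ± 75.5, enrichment 32.3 ± 6.35, and kar (CG12286) signal 550.2 ± 32.8, enrichment 3.17 ± 0.226 (SD, n = 5 pairs). The probe set that the paper assigns to white and the annotation to more than 1 gene had signal 798 ± 118, enrichment 10.3 ± 3.12. bw, the partner of white in pteridine transport, had signal 18.5 ± 5.42, enrichment 4.37 ± 2.72 (the largest adjusted p of these 4 was 0.0068, limma). Other pigment genes did not share the direction: pr (enrichment 0.481 ± 0.0865) and rb (enrichment 0.559 ± 0.189) were lower. Of 19 measured eye pigment genes 4 were higher and 6 lower, with a median log2 fold change of -0.05 and a mean of 0.14, and the list did not pass (camera, adjusted p = 0.16, and adjusted p = 0.37 with an estimated correlation).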

Glucose and other sugar transporters are consistently abundant and enriched, implying that sugar transport is a major (and previously unsuspected) role of the tubule. 

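CG15406 (signal 5,322 ± 417, enrichment 34.5 ± 6.15), CG3285 (signal 1,405 ± 123, enrichment 33.0 ± 2.96), CG6529, now CG31272 (signal 3,774 ± 294, enrichment 32.1 ± 10.7), and CG7882 (signal 4,951 ± 383, enrichment 15.5 ± 1.70), all genes of sugar transporters, were higher in tubule (SD, n = 5 pairs). Glut1, a glucose transporter gene, was higher by less (signal 342 ± 53.1, enrichment 2.98 ± 0.527, the largest adjusted p of the 5 was 2.5e-05, limma). Others were lower: sut4 (enrichment 0.148 ± 0.0792) and pippin (enrichment 0.151 ± 0.159). Of 23 measured sugar transporter genes 11 were higher and 8 lower; the median log2 fold change was -0.08, the mean 1.04, and the test pointed toward tubule (camera, adjusted p = 0.0016, and adjusted p = 0.17 with an estimated correlation). The list includes genes the paper took from these arrays and is not independent evidence. The paper infers a major role of the tubule in sugar transport.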

Inorganic transporters are also included in the table; there are also copper and zinc transporters, which is consistent with electron-probe X-ray microanalysis data that heavy metals accumulate in tubule concretions [38,39], and with the extreme abundance of metallothionein A (Table 1).

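Zip71B (CG10006, signal 876 ± 84.9, enrichment 29.0 ± 7.73) and Zip48C (signal 559 ± 111, enrichment 12.4 ± 2.70), genes of zinc importers, and ZnT35C (CG3994, signal 3,608 ± 203, enrichment 10.0 ± 2.14), of a zinc exporter, were higher in tubule (SD, n = 5 pairs). Of 16 zinc transporter genes 10 were higher and 1, foi (enrichment 0.463 ± 0.117), lower (camera, adjusted p = 4.1e-05, and adjusted p = 0.17 with an estimated correlation); part of the list was chosen by the paper on these arrays, so it is not independent evidence. Ctr1B (CG7459), a copper importer gene, had signal 374 ± 57.0, enrichment 4.59 ± 1.28 (the largest adjusted p of the 5 genes was 4.0e-04, limma).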

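CG10226, an ABC transporter gene of the multidrug resistance type, was higher in tubule (signal 289.6 ± 56.2, enrichment 28.3 ± 7.54), as was CG9444, listed as an oligopeptide transporter (signal 517 ± 27.1, enrichment 9.72 ± 2.76, SD, n = 5 pairs). CG7627 (enrichment 0.108 ± 0.0415) and ldd (enrichment 0.216 ± 0.218), also ABC transporter genes, were lower (the largest adjusted p of the 4 was 0.001, limma). Of the 37 measured genes of the ABC family 13 were higher and 10 lower (camera, adjusted p = 0.019, and adjusted p = 0.24 with an estimated correlation). Some of the family entered the list because the paper found them enriched on these arrays, so the count is not independent evidence.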

As well as specific transporters, the tubule is enriched for several families of broad-specificity transporters (organic anion and cation transporters, multivitamin transporters, ABC multidrug transporters and an oligopeptide transporter). When combined these would be capable of excreting a huge majority of organic solutes. These results invite a substantial revision of our interpretation of the role of the tubule. Classically, it is considered to be the tissue that excretes waste material, both metabolites and xenobiotics, and provides the first stage of osmoregulation. However, nearly all work on insect tubules in the last half-century has focused on the ionic basis of fluid secretion and its control, as these are easily measured experimentally. Although there have been sporadic reports on the active transport of organic solutes such as dyes [40-42], the historical view was of a relatively leaky epithelium, with a paracellular default pathway for those solutes not recognized by specific transporters. While consistent with the more classical view of the tubule, our results also suggest that the insect is emulating a leaky epithelium to produce the primary urine by incorporating a vast array of broad-specificity active transporters in the plasma membranes of what is electrically rather a tight epithelium. Indeed, this interpretation is consistent with other independent data: the intercellular junctions in tubule are known to be of the pleated stellate variety, the invertebrate equivalent of tight junctions [43]; and, like salivary glands, tubule cells are known to be highly polytene [44-47] or even binucleate [48], adaptations that maximize the size of cells and thus maximize their area/circumference ratios.

#### V-ATPases

Physiological analysis of the tubule has concentrated on the secretion of primary urine, and the energizing transporter is a plasma membrane proton pump, the V-ATPase [13,49-51]. This is a large holoenzyme of at least 13 subunits, encoded by 31 *Drosophila *genes [52,53]. V-ATPases have two distinct roles, one carried out at low levels in endomembrane compartments of all eukaryotic cells and the other in the plasma membranes of specialized epithelial cells of both insects and vertebrates [54]. In such cells, the V-ATPases can pack the plasma membrane to such an extent that they resemble semi-crystalline arrays when observed by electron microscopy [55]. It is clearly of interest to find out which genes contribute to the plasma-membrane role of the V-ATPase, though this would normally involve difficult and tedious generation of selective antibodies capable of distinguishing between very similar proteins. However, the mRNAs for those V-ATPase subunits enriched in epithelia should also be particularly abundant; one could thus predict that at least one gene encoding each V-ATPase subunit should show enrichment in tubule compared with the rest of the fly. This is indeed the case (Table 5): invariably, one gene for each subunit is both significantly enriched, and far more abundant, than any other gene encoding that subunit. 

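Vha26 (signal 6,416 ± 425, enrichment 3.09 ± 0.578), Vha16-1 (signal 5,845 ± 479.8, enrichment 2.55 ± 0.229), Vha100-2 (signal 3,718 ± 352, enrichment 5.44 ± 0.657), VhaSFD (signal 2,671 ± 147, enrichment 4.35 ± 0.553) and Vha55 (signal 2,304 ± 166, enrichment 2.71 ± 0.242), genes for 5 different subunits of the proton pump, were higher in tubule than in whole flies (SD, n = 5 pairs). So was the probe set that the paper assigns to vha68-2 and the annotation to more than 1 gene (signal 5,874 ± 176, enrichment 4.24 ± 0.271, the largest adjusted p of the 6 was 1.3e-05, limma). Other subunit genes went the other way: Vha68-3 (signal 2.12 ± 1.08, enrichment 0.0427 ± 0.0348), Vha36-2 (signal 2.30 ± 0.122, enrichment 0.0619 ± 0.0316) and VhaM9.7-a (CG1268, signal 13.5 ± 2.19, enrichment 0.128 ± 0.0110) were lower. VhaPPA1-2 (enrichment 0.917 ± 0.224, adjusted p = 0.5) and VhaAC39-2 (enrichment 0.793 ± 0.260, adjusted p = 0.33) did not pass. Of 28 measured subunit genes 15 were higher and 6 lower (16 higher and 7 lower when adjusted over the list alone, camera, adjusted p = 1.6e-05, and adjusted p = 0.17 with an estimated correlation). Members were drawn in part from the paper's table, so the count is not independent evidence. The paper predicts from this pattern which genes form the pump of the plasma membrane.

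**Figure D2:**
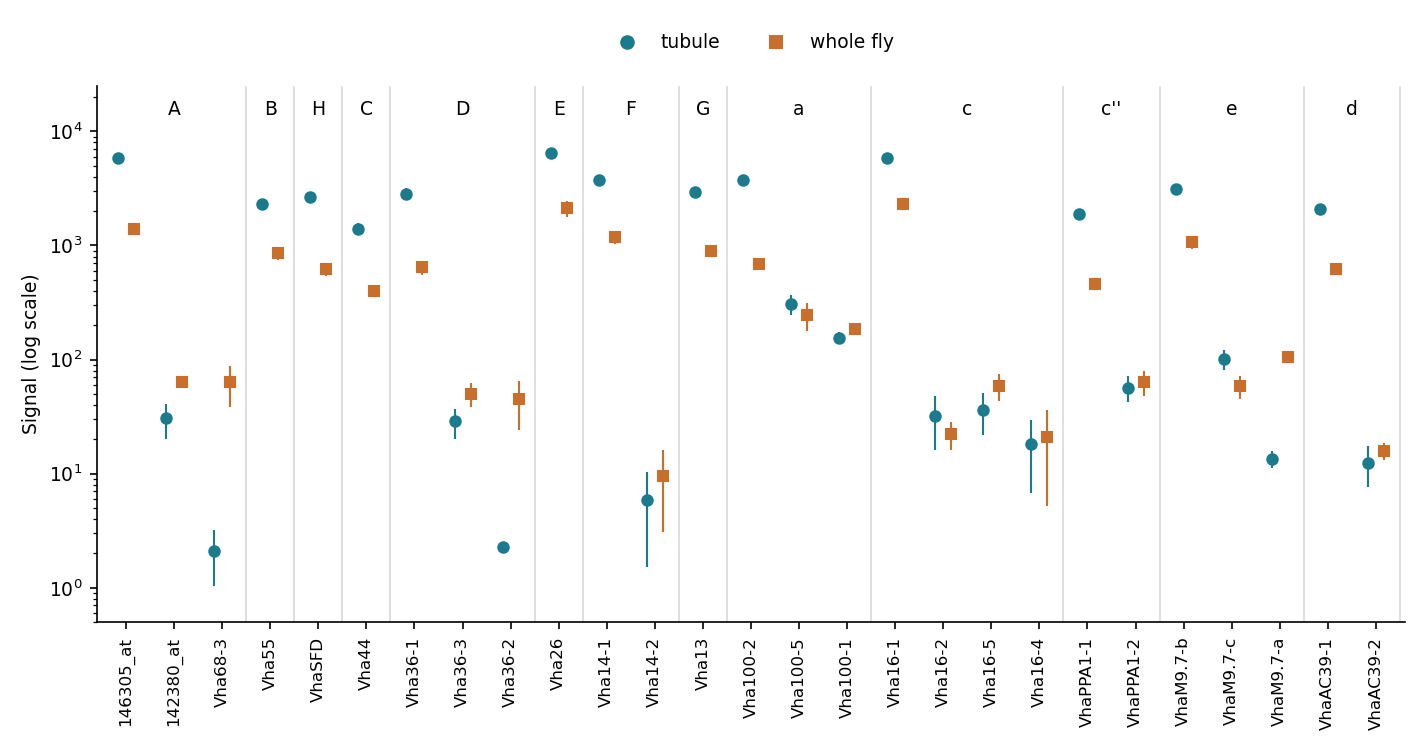
Signal of V-ATPase subunit genes in tubule (circles) and whole flies (squares), mean of 5 arrays with SD, grouped by subunit (letters above); 2 probe sets that the annotation gives to more than 1 gene are shown by their identifiers.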

The reason that the enrichment is not higher is probably because the whole-fly samples contain other epithelia, each with enriched V-ATPase, as minor parts of the overall sample.

The array data thus allow a rapid and authoritative prediction to be made on the subunit composition of the plasma membrane V-ATPase. It will be interesting to extend these data to other epithelia in which V-ATPase is known to be functionally significant.

#### Na^+^, K^+^- ATPase

The role of the classical Na^+^, K^+^-ATPase in tubule is enigmatic. In nearly all animal epithelia, transport is energized by a basolateral Na^+^, K^+^-ATPase, which establishes a sodium gradient that drives secondary transport processes. By contrast, insect epithelia are energized by a proton gradient from the apical V-ATPase [56,57] and, consistent with this, many insect tissues are paradoxically refractory to ouabain, the specific Na^+^, K^+^-ATPase inhibitor [58]. Accordingly, models of insect epithelial function tend not to include the Na^+^, K^+^-ATPase. It is thus interesting to note that both *Atpalpha *and *Nervana 1 *(encoding isoforms of the α and β subunits, respectively) are among the most abundant transcripts in tubule (Table 6). Both are about as enriched in tubule as the V-ATPase subunits, but are significantly more abundant (compare Table 5). By contrast, a novel alpha-like subunit (*CG3701*), and both *Nrv2 *(the neuronal β-subunit) and other novel β-like subunits are at near-zero levels. 

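The probe set assigned by the paper to Atpalpha, the catalytic subunit of the sodium pump, and by the annotation to more than 1 gene, had signal 6,240.0 ± 339, enrichment 4.22 ± 0.121, adjusted p = 3.9e-07; nrv1, which encodes a β subunit, had signal 1,924 ± 158, enrichment 3.47 ± 0.468, adjusted p = 3.3e-06 (SD, n = 5 pairs, limma). Both were higher in tubule. Other β subunit genes were lower: nrv3 (CG8663) at 0.0972 ± 0.0179 times with a tubule signal 19.9 ± 2.80, CG5250 at 0.180 ± 0.0907 with signal 4.28 ± 1.07, and nrv2 at 0.0879 ± 0.133 with signal 1.88 ± 2.70 (the largest adjusted p of the 3 was 5.8e-04). The tubule signal of nrv2 was 6.7 in array 5 and at most 0.9 in the other 4.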

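CG3701, the α-like gene, had a tubule signal 6.10 ± 1.96 and a whole fly signal of 7.86 ± 2.71 and did not pass (enrichment 0.850 ± 0.381, adjusted p = 0.48, limma, SD, n = 5).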

As Na^+^, K^+^-ATPase has previously been documented as being particularly abundant in *Drosophila *tubule [59], it may thus be prudent to re-include the Na^+^, K^+^-ATPase as an important part of models of tubule function.

#### Potassium channels

Potassium is actively pumped across the tubule, and the main basolateral entry step is via barium-sensitive potassium channels, both in tubule [50,60,61] and in other V-ATPase-driven insect epithelia [62,63]. Of the ion channels, the potassium channel family is by far the most diverse in all animals: in *Drosophila*, there are at least 28, and in human 255, K^+^-channel genes [64]. Inspection of the potassium channels on the array (Table 7) clearly identifies just four that are expressed at appreciable levels. 

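Irk3 had signal 2,771 ± 324, enrichment 80.3 ± 17.3, Irk1 (the paper's Ir, the other of 2 probe sets of this gene is the CG13836 of Table 3) signal 1,302 ± 251, enrichment 14.2 ± 3.54 and Irk2 signal 527 ± 73.6, enrichment 5.69 ± 0.536; all 3 encode inward rectifier potassium channels and were higher in tubule (SD, n = 5 pairs). The 2 probe sets that the paper gives to KCNQ, a voltage-gated channel, both map to more than 1 gene in the annotation. The first had signal 101 ± 20.1, enrichment 6.44 ± 5.16 and the second signal 111 ± 22.5, enrichment 2.84 ± 1.04, and both were higher (the largest adjusted p of the 5 was 6.8e-04, limma). Among the 26 probe sets of potassium channels in Table 7, 7 were higher and 7 lower. The 2 others that were higher, CG10864 (signal 28.8 ± 16.4, enrichment 3.74 ± 2.50, adjusted p = 0.035) and CG42340 (there CG3367, signal 10.8 ± 4.72, enrichment 2.29 ± 0.837, adjusted p = 0.033), lost the call in 4 of the 5 analyses that left 1 pair out. Probe sets were taken for the highest mean signal of their gene. For CG42340 a different one, with the enrichment that the paper prints, did not pass (enrichment 1.09 ± 0.209, adjusted p = 0.82). Sh is counted among the lower ones (enrichment 0.0962 ± 0.0812, adjusted p = 1.9e-04), at a tubule signal of 4.60. Its other probe sets did not pass (enrichment 0.652 ± 0.556, 1.42 ± 0.525 and 1.48 ± 1.70, the smallest adjusted p was 0.12).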

*Irk3*, *Ir*, *Irk2 *and *NCKQ *are all both very abundant and highly enriched in tubule. *Irk3 *in particular is 80-fold enriched over the rest of the fly, implying a unique role in tubule. Three of these genes are members of the inward rectifier family of potassium channels: supporting the hypothesis that they are critical for potassium entry, these channels are known to be highly barium-sensitive [65]. An inward rectification of potassium current (meaning that potassium would pass much more easily into the cell than out) would be ideal for a basolateral entry step. Inward rectifier channels normally associate with the sulfonylurea receptor (SUR), an ABC transporter, in order to make functional channels [66,67]. In tubules, *SUR *mRNA is present at extremely low abundance (signal 6, enrichment 0.9 times). However, *CG9270*, a gene with very close similarity to *SUR *(1 × 10^-28 ^by BLASTP) is very abundant in tubule (see Table 4), (signal 422, enrichment 21 times). 

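CG9270, an ABC transporter gene like Sur, had signal 422 ± 47.9, enrichment 21.0 ± 5.92, adjusted p = 9.1e-07 (SD, n = 5 pairs, limma). Sur, the sulfonylurea receptor gene itself, had signal 6.36 ± 5.09 in tubule and 8.34 ± 1.70 in whole flies and did not pass (enrichment 0.850 ± 0.804, adjusted p = 0.28). CG31793, another gene of this kind, was lower in tubule (signal 23.9 ± 4.94, enrichment 0.481 ± 0.145, adjusted p = 0.0045). CG31792, which the annotation now sets apart for the probe set printed as CG17338, was higher (signal 72.4 ± 12.6, enrichment 3.25 ± 0.343, adjusted p = 1.3e-04). The paper proposes inward rectifier channels formed with CG9270 as a possible major path of potassium into the tubule.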

A second very similar gene, *CG31793 *(previously also known as *CG10441 *and *CG17338*), is very much less abundant (signal 24, enrichment 0.5). We therefore predict that novel inward rectifiers, formed between *Irk3*, *Ir *or *Ir2 *and *CG9270*, may provide the major basolateral K^+ ^entry path in tubule. In contrast, the other classes of K^+ ^channel, and the Na/K/Cl co-transporter that has been documented in tubule, are all relatively low in both abundance and enrichment.

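Hk, a β subunit gene of Shaker channels (signal 3.92 ± 1.28, enrichment 0.0675 ± 0.0297), SLO2 (CG12904, signal 4.20 ± 1.29, enrichment 0.140 ± 0.148), slo, of calcium-activated potassium channels (signal 2.40 ± 0.922, enrichment 0.111 ± 0.0419), and sei, of an ERG-type channel (signal 10.4 ± 4.71, enrichment 0.209 ± 0.0968), were lower in tubule than in whole flies (SD, n = 5 pairs). NKCC (CG2509), a sodium, potassium and chloride cotransporter gene, was lower (signal 59.9 ± 14.2, enrichment 0.425 ± 0.136), while CG12773 (there EG:8D8.3, signal 132 ± 14.3, enrichment 2.46 ± 0.813) and CG10413 (signal 185 ± 56.4, enrichment 1.75 ± 0.494) of the same class were higher. The largest adjusted p of the 7 was 0.004 (limma). kcc (CG5594) did not pass (signal 65.5 ± 10.4, enrichment 0.796 ± 0.157, adjusted p = 0.1). Of 5 exchangers of sodium and calcium that depend on potassium, 3 were lower, such as Nckx30C (enrichment 0.378 ± 0.120), and 0 higher. Of the table's 37 probe sets, 23 had a mean signal under 50 in both groups.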

#### Chloride and water flux

In a fluid-secreting epithelium, a necessary correlate of the active transport of cations must be the provision of a shunt pathway for anions and a relatively high permeability to water. In *Drosophila *tubules, a hormonally regulated chloride conductance pathway has been shown to occur in the stellate cells, although the molecular correlate of the currents has not been determined. There are three ClC-type chloride channels in the *Drosophila *genome, and RT-PCR has shown that all three are expressed in tubule [12]. The array data present a prime candidate (Table 8). 

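ClC-a (CG6942) had signal 251 ± 20.9, enrichment 4.04 ± 0.639, adjusted p = 7.9e-06, and ClC-c (CG5284) signal 100.0 ± 11.5, enrichment 2.20 ± 0.366, adjusted p = 5.1e-04; both chloride channel genes were higher in tubule (SD, n = 5 pairs, limma). ClC-b (CG8594) had signal 56.6 ± 10.6 in tubule and 67.9 ± 13.3 in whole flies, and did not pass (enrichment 0.856 ± 0.207, adjusted p = 0.27).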

Although all three genes are expressed, only one (*CG6942*) is both very abundant and enriched in tubule (signal 251, enrichment 4). It is thus an obvious candidate partner to provide a shunt pathway for the epithelial V-ATPase.

Water flux through the tubule is also phenomenally fast: each cell can clear its own volume of fluid every 10 seconds [12]. Although traditionally it was thought that only a leaky epithelium could sustain such rates, the identification of aquaporins (AQP) (the predominant members of the major intrinsic protein (MIP) family) as major water channels in both animals and plants [68] provides an obvious counter-explanation. There is physiological and molecular data for the presence of aquaporins in *Drosophila *tubule [69], and AQP-like immunoreactivity has been demonstrated in stellate cells [12]. 

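Eglp2 (CG17664, signal 705 ± 204, enrichment 7.94 ± 1.92) and Drip (signal 318 ± 35.8, enrichment 3.64 ± 0.827), genes of the aquaporin family of water and solute channels, were higher in tubule, and so was the probe set that the paper assigns to CG4019 and the annotation to more than 1 gene (signal 1,666 ± 374, enrichment 2.68 ± 0.666, SD, n = 5 pairs). Prip (CG7777) was lower in tubule than in whole flies while its tubule signal stayed at 243 ± 24.3 (enrichment 0.601 ± 0.129). AQP (CG12251) was lower at a smaller signal (signal 21.7 ± 6.42, enrichment 0.470 ± 0.113, the largest adjusted p of the 5 was 0.0037, limma). bib, a family member known from neurogenesis, had signal 2.04 ± 1.64 in tubule, 2.30 ± 1.62 in whole flies and adjusted p = 0.74. CG5398 has no single-gene probe set here.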

Table 9 shows that only four of the seven AQP/MIP genes are abundant, and only three enriched. One can thus tentatively assign an organism-wide role to *CG7777 *(signal 243, enrichment 0.6), but tubule-specific roles to *CG4019*, *CG17664 *and *DRIP*. In particular, *CG17664*, is both highly abundant and very highly enriched (signal 705, enrichment 7.9).

### Control of the tubule

The hormonal control of fluid secretion is well understood. The major urine-producinig region of the tubule is the main segment [70], and is composed of two major cell types, principal and stellate cells [9,13,71]. Active cation transport in the principal cell is stimulated by the hormones calcitonin-like peptide and corticotrophin releasing factor (CRF)-like peptide, both of which act through cyclic AMP (cAMP). Another peptide family, the CAPA peptides, act through intracellular calcium to stimulate nitric oxide synthase and thus raise cyclic GMP (cGMP), an unusual autocrine role for nitric oxide [20,72]. In the stellate cell, the chloride shunt conductance is activated by leucokinin [17,73], and a role for tyramine as an extracellular signal has also been proposed [74]. So far, the CAPA and leucokinin receptors have been identified [75,76]; both are prominent among the receptors enriched in tubule (Table 10). 

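The probe set assigned by the paper to the CAPA receptor and by the annotation to more than 1 gene had signal 311 ± 54.5, enrichment 10.7 ± 2.31, adjusted p = 9.8e-07; its whole fly signal was 29.3 ± 1.14 (SD, n = 5 pairs, limma). Lkr, the leucokinin receptor gene, had signal 142 ± 14.9, enrichment 2.89 ± 0.823, adjusted p = 2.1e-04, with a whole fly signal of 51.0 ± 10.3. Both were higher in tubule in every pair. The paper relates the difference in enrichment to the tubule being the only known target of CAPA.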

The CAPA receptor appears much more highly enriched in tubule than the leucokinin receptor, which is consistent with our understanding of each: the tubule is the only known target of CAPA, whereas leucokinin receptors are widely distributed in the adult gut, gonad and nervous system [75].

There are many other receptors that are reasonably abundant and enriched in tubule. 

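Dh31-R (CG17415, signal 633 ± 107, enrichment 17.0 ± 4.81) and Dh44-R2 (CG12370, signal 203 ± 37.2, enrichment 6.70 ± 2.21), receptor genes for 2 diuretic hormones, were higher in tubule, as were mthl9 (CG17084, signal 288 ± 59.8, enrichment 14.2 ± 3.80) and TyrR (CG7431), a tyramine receptor gene (signal 39.5 ± 9.27, enrichment 8.51 ± 2.07, SD, n = 5 pairs). SecCl (CG7589, signal 564 ± 78.1, enrichment 6.97 ± 1.95) and pHCl-2 (CG11340, signal 143 ± 17.9, enrichment 5.04 ± 2.08), genes of ligand-gated chloride channels, were higher, and so was Pvr, a receptor tyrosine kinase of the VEGF and PDGF type (signal 294 ± 58.1, enrichment 4.22 ± 1.20, the largest adjusted p of the 7 was 1.1e-04, limma). CCHa2-R (CG14593), the bombesin-like receptor, spread more (signal 59.1 ± 28.1, enrichment 4.89 ± 5.00, adjusted p = 0.0081). Of the 17 probe sets of Table 10, 16 were higher and 4 had a mean under 50 in both groups; the table was drawn up from these arrays and its count is not independent evidence. The one that did not pass, of nAChRalpha4 (CG12414, enrichment 2.42 ± 1.37, adjusted p = 0.096), was taken for the highest mean signal of its gene, and of its different probe sets 1 was higher (enrichment 8.22 ± 9.17, adjusted p = 0.033) and 1 lower (enrichment 0.343 ± 0.291, adjusted p = 0.017).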

As well as candidate receptors for calcitonin-like and other neuropeptides, there are two glycine/GABA-like receptors that might be expected to form ligand-gated chloride channels, together with good matches to vascular endothelial growth factor-like, insulin-like and bombesin-like receptors. The localization of, ligands for, and functional roles of these receptors will be of great interest. It should be noted in this context that all hormones characterized so far act on one of the two main cell types in the principal section of the tubule. There are, however, six genetically defined cell types and six regions in the adult tubule [9], and it is likely that there will at least be ligands acting on the initial segment to stimulate calcium excretion, and others acting to regulate reabsorption by the lower tubule. If any of these receptors maps to these regions, they would be prime candidates for such roles.

Overall, the main surprise from these data is the sheer range of candidate ligands that could be inferred; this more than doubles the size of the endocrine repertoire so far postulated for insect tubules.

On a more general level, it is possible to trace out the key genes in all three intracellular signaling pathways that have been studied in detail in *Drosophila *tubule (Table 11). The results for signaling genes tend not to be as clear-cut as for transporters, as many are rather widely distributed, and so do not show enrichment, and many do not require high standing levels of protein (and implicitly mRNA) to achieve their effects. Nonetheless, it is possible to identify genes that are at least present, and frequently enriched, in tubule. 

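Ac78C (signal 44.2 ± 12.2, enrichment 7.24 ± 3.46) and Ac13E (signal 106 ± 9.82, enrichment 4.06 ± 1.05), adenylate cyclase genes, dnc, a cAMP phosphodiesterase gene (signal 147 ± 12.8, enrichment 3.87 ± 1.36), and Pka-C3, of a catalytic subunit of protein kinase A (signal 88.4 ± 20.8, enrichment 1.72 ± 0.398), were higher in tubule (SD, n = 5 pairs, the largest adjusted p was 0.0072, limma). Pka-R1, of a regulatory subunit, did not pass (signal 183 ± 30.0, enrichment 1.15 ± 0.198, adjusted p = 0.26).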

For the cAMP pathway, it is possible to identify adenylate cyclases, protein kinase A catalytic and regulatory subunits, and a phosphodiesterase (*dunce*). For cGMP, there are both soluble and membrane guanylate cyclases, implying that the tubules may produce cGMP directly in response to novel ligands, as has recently been suggested [77]. Both *Drosophila *genes encoding protein kinase G are expressed in tubule, and one is highly enriched. This is consistent with the renal phenotype observed both in *foraging *mutants [78], and in tubules in which protein kinase G is overexpressed [79]. 

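Pkg21D was higher in tubule (signal 448 ± 43.9, enrichment 15.7 ± 5.09, adjusted p = 1.0e-06) and for, the second protein kinase G gene, was lower (signal 91.4 ± 4.95, enrichment 0.265 ± 0.0318, adjusted p = 4.2e-06, SD, n = 5 pairs, limma). The probe set that the paper gives to the membrane guanylate cyclase gene Gyc76C and the annotation to more than 1 gene was higher (signal 409.9 ± 51.7, enrichment 2.89 ± 0.791, adjusted p = 9.1e-05). CG31183 (there CG4224), a receptor guanylate cyclase gene, had signal 22.7 ± 9.81 in tubule and 30.3 ± 4.02 in whole flies (adjusted p = 0.22).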

There is also a PDE11-like phosphodiesterase. 

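Pde11 (CG10231), the phosphodiesterase gene, had signal 182 ± 7.89, enrichment 3.68 ± 1.37, adjusted p = 9.4e-05 and a whole fly signal of 53.8 ± 15.1 (SD, n = 5 pairs, limma). It was higher in tubule in all 5 pairs.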

For calcium, two genes for phospholipase C, one for calmodulin, and one for protein kinase C and for calcium/calmodulin-dependent protein kinase are apparent. 

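Pkc98E, a protein kinase C gene, was higher in tubule (signal 217 ± 33.6, enrichment 1.66 ± 0.347, adjusted p = 0.0033, SD, n = 5 pairs, limma). The phospholipase C genes Plc21C (signal 58.4 ± 11.4 in tubule, 54.5 ± 11.7 in whole flies, adjusted p = 0.68) and sl, small wing (46.3 ± 13.8 and 43.3 ± 11.2, adjusted p = 0.79), did not pass. Itpr, the gene of the IP3 receptor (10.7 ± 5.36 and 8.22 ± 2.46, adjusted p = 0.7), did not either.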

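14-3-3zeta, a phosphoprotein adaptor gene (signal 1,789 ± 92.9, enrichment 2.59 ± 0.518, adjusted p = 3.3e-05), and Rack1, of a receptor for protein kinase C on the ribosome (signal 6,463 ± 235, enrichment 1.29 ± 0.103, adjusted p = 0.006), were higher in tubule (SD, n = 5 pairs, limma). The 2 genes of A-kinase anchoring proteins went opposite ways: rg (Akap550) was higher (signal 136 ± 12.6, enrichment 1.96 ± 0.771, adjusted p = 0.0049) and Akap200 lower (signal 414 ± 67.7, enrichment 0.349 ± 0.0557, adjusted p = 1.2e-05). Protein phosphatase genes of the same table included CG17746 (enrichment 4.31 ± 1.28) and tws, a regulatory subunit (enrichment 2.02 ± 0.218), both higher.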

There are also a number of interesting modulatory or anchoring proteins, such as 14-3-3 zeta, A-kinase anchoring proteins, and receptors for activated C-kinase (*Rack1*).

### How is the tubule specified?

The developmental origin of the tubule has been reviewed in detail [80-82]. Briefly, four unique 'tip cells', specified by a cascade of neurogenic genes, control cell division in four outpushings (anlagen) of the hindgut, to form the Malpighian tubules. Late in embryogenesis the tubule is invaded by mesodermal cells, which intercalate between the future principal cells, and which then differentiate to form stellate cells [8]. In the adult, there are known to be at least six cell types and six tubule regions [9]. These regions are specified to great precision, and it is clear that each cell in the tubule has a precise positional identity. How does this identity persist throughout the lifetime of the animal? Presumably, combinations of transcription factors interact to provide both regional and cell-type coordinates and, after early establishment, these combinations must persist into adulthood. The microarray data allow the identification of transcription factors that are either highly abundant or highly enriched in tubule. Although this is by no means a complete list of transcription factors that are of importance to tubules, it is a good starting point. Furthermore, there are enhancer trap or reporter gene constructs available for many transcription factors. Accordingly, the top transcription factors and DNA-binding proteins were identified from the array dataset (Table 12).

Some of these transcription factors are already known to be present in tubule, and their presence is confirmed: *cut*, which is known to be required for development of, and expressed in adult Malpighian tubules [83]; and *forkhead *and *homothorax*, both implicated by expression or mutational analysis to be involved in tubule development [84,85]. 

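ct (signal 145 ± 26.8, enrichment 4.58 ± 1.73) and fkh (signal 266 ± 57.6, enrichment 7.23 ± 2.55), which encode a homeodomain and a forkhead protein, were higher in tubule, as was the probe set assigned by the paper to hth and by the annotation to more than 1 gene (signal 162 ± 29.6, enrichment 7.20 ± 1.54, SD, n = 5 pairs, the largest adjusted p was 1.4e-04, limma). Ptx1, a homeobox gene, had signal 183 ± 18.5, enrichment 12.7 ± 4.95. Of 16 measured genes listed as transcription factors of tubule development, 8 were higher and 1, lin (enrichment 0.404 ± 0.144), lower (camera, adjusted p = 3.5e-04, and adjusted p = 0.17 with an estimated correlation). Ptx1 and fkh of this list are also in the paper's table of transcription factors, drawn up from these arrays, so the count is not independent evidence.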

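tsh, a zinc finger gene, had a tubule signal 65.3 ± 10.2 and a whole fly signal of 15.8 ± 5.66 (enrichment 4.55 ± 1.73, adjusted p = 2.7e-04, limma, SD, n = 5 pairs). Its signal was at least 50 in every tubule array and under 50 in every fly array.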

*Teashirt*, which has recently been shown to be stellate-cell specific in the late embryo [8], is also present in the adult, with fairly high enrichment (4.6 times).

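bowl, a zinc finger gene (signal 70.6 ± 11.2, enrichment 7.05 ± 1.63), and the probe set that the paper assigns to the ETS factor gene pnt and the annotation to more than 1 gene (signal 62.9 ± 11.5, enrichment 17.5 ± 10.6), were higher in tubule, as were Doc3 (CG5093), a T-box gene (signal 49.6 ± 7.83, enrichment 19.3 ± 13.9), and Sox21b (CG6419, signal 17.8 ± 6.14, enrichment 3.96 ± 0.981, SD, n = 5 pairs, the largest adjusted p was 0.0017, limma). Ets21C was higher with a wide spread (signal 50.9 ± 37.4, enrichment 9.78 ± 6.94, adjusted p = 0.003). tap (signal 5.44 ± 3.27, enrichment 6.03 ± 6.70, adjusted p = 0.32), fd59A (signal 11.4 ± 6.75, enrichment 4.28 ± 3.73, adjusted p = 0.13) and slp2 (signal 3.74 ± 4.34, enrichment 4.09 ± 6.84, adjusted p = 0.43) did not pass, at signals under 50 in both groups. Of the 28 probe sets of Table 12 found here, 19 were higher, 2 lower and 15 under 50 in both groups; the table lists genes picked on these arrays, so this is not independent evidence of direction. The 2 lower ones, of XNP (CG4548, enrichment 0.563 ± 0.167, adjusted p = 0.0029) and Lmpt (CG11914, enrichment 0.595 ± 0.178, adjusted p = 0.0045), were taken for the highest mean signal of their gene, and a different probe set of each stood above 1 (enrichment 8.81 ± 9.65, adjusted p = 0.019 and enrichment 4.22 ± 3.84, adjusted p = 0.054), while 2 more of Lmpt were lower too (enrichment 0.408 ± 0.168 and 0.303 ± 0.209).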

The array results also implicate a further set of transcription factor genes (*ETS21C*, *CG4548, bowl*, *sequoia*, *tap*, *CG1162*, *pnt*, *shaven*, *forkhead domain 59A*, *sloppy paired 2*, *lim3*) as important in adult. Significantly, these mainly encode transcription factors implicated in development of the nervous system (another ectodermal tissue), so their reuse in the adult tubule is not too surprising. Once the binding sites for these factors are known, it will be interesting to model gene expression in different tubule regions.

As transcription factors have been studied experimentally in some detail, they are relatively well represented by enhancer trap and other *in vivo *construct lines. Although individual lines do not necessarily represent the complete expression pattern of their cognate genes, a collection of such lines can provide a rapid first validation of a gene list (Table 12). Accordingly, representative reporter gene lines were ordered from the Bloomington Stock Center [86], and their adult staining patterns in tubule and gut are shown in Figure 4. The results are exciting: most lines showed patterned staining in tubule that is consistent with our original genetically derived map of the tubule [9]. For example, *homothorax *marks out the initial, main and transitional segments of the tubule, whereas *CG7417 *marks the complementary lower tubule domain. The latter line is widely used as a highly specific mushroom body *GAL4 *driver line in brain, and it is interesting that the two known lower tubule *GAL4 *driver lines (c507 and c232) are both insertions in *alkaline phosphatase 4*, a gene which is only expressed in lower tubule and the ellipsoid bodies of brain (next to the mushroom bodies) [87]. There is also a cell-type-specific transcription factor: *corto *is found only in stellate cells. Several other transcription factors show ubiquitous, rather than patterned, expression in the tubule, but this is nonetheless consistent with their identification in the microarray dataset.

Another interesting aspect of the data in Table 12 is the number of anonymous CG genes implicated in tubule function. These genes have been annotated as transcription factors because of DNA-binding domains, for example, but have not been characterized functionally. The epithelial phenotype gap is thus evident even in this most intensely studied group of genes.

### Exceptions to the rule

The whole premise of microarray work is that an abundant or enriched signal indicates the importance of a gene product in a particular context. This hypothesis is normally both untested and unchallenged. The unusual depth of functional understanding of the tubule allows a more rigorous appraisal. In fact, the majority of the genes implicated in tubule function are found well up the list. There are, however, several conspicuous exceptions (Table 13). The calcium channels *trp *and *trpl *are normally considered to be eye-specific, and have an essential role in phototransduction [88-90]. It is thus not surprising to find both genes almost at the bottom of the gene list. We have shown, however, that fluid secretion is severely compromised by mutations in either gene. Similarly, nitric oxide synthase (NOS) is a major signal transducer in tubule [20,72]. Nonetheless, all three genes are within the 'bottom' 20 of the whole array, with signals that are barely detectable and significant depletion compared with the whole fly. This is a cautionary example: while abundant or enriched signals can be taken as reliable indicators of functional significance, the converse is not necessarily true.

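trp (signal 3.14 ± 2.64 in tubule, 136 ± 8.77 in whole flies, enrichment 0.0233 ± 0.0199) and trpl (8.64 ± 4.21 and 273 ± 33.3, enrichment 0.0322 ± 0.0171), cation channel genes of the photoreceptors, were lower in tubule, and so was Nos, the nitric oxide synthase gene (1.28 ± 0.327 and 9.78 ± 3.13, enrichment 0.150 ± 0.0960, SD, n = 5 pairs, the largest adjusted p was 5.8e-04, limma). Of 14 phototransduction genes 10 were lower and 2 higher (2 higher and 11 lower when adjusted over the list alone, camera, adjusted p = 0.0074, and adjusted p = 0.17 with an estimated correlation). The lower included Gbeta76C, of a G protein subunit of the eye (enrichment 0.0178 ± 0.00265); the higher were rdgB (enrichment 2.82 ± 0.459, adjusted p = 5.0e-05) and rdgA (enrichment 1.70 ± 0.431, adjusted p = 0.0062), which act in phospholipid transfer and signalling. The paper concludes that a low signal does not rule out a function in tubule.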

### The tubule and human disease

Consequent to the demonstration of the phenotype gap, there are some intriguing, abundant and enriched genes which by virtue of their non-uniform expression, are likely to be important in (and best studied in) tubule. A systematic approach was taken by combining the tubule-enriched gene list with the homophila database of *Drosophila *genes with known human disease homologs. 

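Fmo-1, a flavin monooxygenase gene (signal 131 ± 23.8, enrichment 12.0 ± 5.21), Ass, of argininosuccinate synthase (signal 759 ± 121, enrichment 10.6 ± 3.04), Gabat, of GABA transaminase (signal 1,364 ± 113, enrichment 7.37 ± 0.730), PhKgamma, of phosphorylase kinase (signal 2,665 ± 341, enrichment 6.88 ± 0.985), and Cln3, the homolog of a gene of Batten disease (signal 825 ± 110.3, enrichment 8.54 ± 3.72), were higher in tubule (SD, n = 5 pairs, the largest adjusted p was 1.6e-05, limma). All 47 probe sets of Table 14 were higher with an enrichment of at least 3, the least being 3.02, that of promL. The paper selected them from its list of tubule-enriched genes, so this is not independent evidence.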

The results (Table 14) show the 50 human diseases with *Drosophila *homologs that are upregulated at least threefold in tubules. Intriguingly, several of these genes have human kidney phenotypes. 

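ry, the xanthine dehydrogenase gene that makes urate from xanthine, was higher in tubule (signal 655 ± 98.8, enrichment 13.0 ± 2.79, adjusted p = 6.2e-07, SD, n = 5 pairs, limma), and so was Adss, of adenylosuccinate synthase (signal 1,573 ± 155, enrichment 3.58 ± 0.132, adjusted p = 8.2e-07). Prat2 (enrichment 0.108 ± 0.0795, adjusted p = 7.6e-05) and Prat (enrichment 0.299 ± 0.141, adjusted p = 0.0014), which encode the first enzyme of purine synthesis, were lower. Of 15 measured genes of purine and urate metabolism 3 were higher and 7 lower, and the list did not pass (camera, adjusted p = 0.94, and adjusted p = 0.94 with an estimated correlation); the paper's choice of enriched genes is part of it. The probe set that the paper assigns to Uro, the urate oxidase gene, and the annotation to more than 1 gene had signal 4,487 ± 183, enrichment 20.2 ± 7.63, with 571.4 in whole fly array 2 and 163.3 to 221.3 in the other 4 fly arrays.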

Some are extremely well studied: for example, *rosy *(one of the first *Drosophila *mutations recorded) encodes xanthine oxidase, and mutation in either human or fly produces severe nephrolithiasis with concomitant distortion of tubules (reviewed in [12]). The distension of tubules is remarkable (Figure 5). In both species, lethal effects can be ameliorated by a high-water, low-purine diet. 

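Ctns (CG17119), the homolog of the cystinosis gene, had signal 852 ± 62.8, enrichment 5.67 ± 1.70, adjusted p = 8.4e-06 (SD, n = 5 pairs, limma). Agxt (Spat), the homolog of the gene of primary hyperoxaluria, had signal 724 ± 87.3, enrichment 5.10 ± 1.39, adjusted p = 1.8e-05, and Slc45-1 (CG4484), a sugar transporter gene, signal 504 ± 112, enrichment 12.0 ± 3.26, adjusted p = 1.3e-06. All 3 were higher in tubule in every pair.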

Other diseases, although less well documented, have plausible renal phenotypes: for example, antenatal Bartter syndrome, a severe salt-wasting renal disease, associated with mutations in the ROMK channel (homolog *ir*); Dent disease, caused by mutation in *ClC5 *(homolog *CG5284*); proximal renal tubular acidosis, caused by mutation in the NDAE co-transport (homolog *ndae1*); nephrophatic cystinosis, caused by mutation in a lysosomal cystine transporter (homolog *CG17119*); mucopolysaccharidosis type IV, caused by mutation in galactosamine-6-sulphatase, an enzyme enriched in both human and fly kidney (homolog *CG7402*). Overall, there is a clear message that human and fly renal function may be relatively similar over quite a wide range of properties.

The tubule phenotype may also prove highly informative for other genes implicated in disease. Recently, a small 10 kDa protein, bc10, was shown to be downregulated in the transition from early-stage to invasive bladder carcinoma [91]. 

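bc10 had a tubule signal 1,035 ± 134 and a whole fly signal of 547 ± 27.1, 1.89 ± 0.205 times (adjusted p = 8.0e-05, limma, SD, n = 5 pairs). It was higher in tubule in every pair.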

The normal function of this protein is not yet established, but its homolog (*bc10*) is highly abundant (893 ± 50) and moderately enriched (1.9 ± 0.09) in tubule, and a P-element insertion within the gene P{GT1}BG02443, is available from stock centers.

This comparative approach can be extended to non-human species. For example, *CG4928 *represents an abundant and enriched transcript (3,778, 13 times enriched), that is highly similar (1.9 × 10^-75^) to the *C. elegans *gene *unc-93 *[92]. This is associated with a 'rubber-band' phenotype, in which motor co-ordination is sluggish; it is thus taken to be a myogenic or neuromuscular gene. 

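CG4928 had signal 4,149.8 ± 539, enrichment 13.2 ± 3.79, adjusted p = 6.2e-07, against a whole fly signal of 329.6 ± 76.3, and was higher in tubule in all 5 pairs (SD, n = 5, limma).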

The discovery that a close homolog is highly enriched in renal tissue opens new lines of investigation for this gene.

## Discussion

These data have value at two distinct levels: specific and general. Specifically, we have found out more about the operation of the Malpighian tubule than in any single published piece of work since the very first pioneering days: a summary is given in Figure 6. This tissue is of great interest, both for developmental studies and for integrative physiological study of epithelial function. Despite 990 papers on Malpighian tubules since the start of the twentieth century, and a really rather good understanding of ion and water transport, the microarray data provide strong indications that these are only minor properties of the tubule. Whole families of transporters are represented by abundant mRNAs and transport solutes that have yet to be studied in the context of tubule. Some datasets implicate particular genes in processes that have been studied in great physiological detail, and the presence of known genes with the novel can only increase our confidence in the result. In this context, the demonstrated abundance of transporters for almost every class of organic and inorganic solute dramatically diminishes the number of solutes for which a nonspecific paracellular pathway need be invoked. The data thus allow the conceptual view of the epithelium to alter from leaky to tight in a physiological-transport sense: this is consistent with electrophysiological data [93].

There are two areas where microarray data deserve comment. Firstly, more than 300 genes are expressed in tubule but called as absent in whole-fly samples. 

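Pkg21D, mthl9, Fmo-1, CG9270 and Ptx1 are among the genes with a signal of at least 50 in all 5 tubule arrays and under 50 in all 5 fly arrays, as are CG8620 (signal 807 ± 105, whole fly signal 27.9 ± 7.00) and CG8957, now within kumpel (904 ± 66.1 and 33.3 ± 8.99, SD, n = 5). On the whole array 215 probe sets had this pattern and 1,013 the reverse. A limit of 20 gave 68 and 865, and 1 of 100 gave 322 and 697. The counts rest on the limit chosen and carry no test.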

Although there is an obvious convenience and consistency in employing whole-organism samples for array studies, it is important to recognize that the approach is very likely to suppress the detection of those interesting genes that are not widely expressed. Secondly, the premise that abundance on an array (or more generally, abundance of an RNA species) necessarily correlates with functional significance can be spectacularly refuted by three examples, the *trp *and *trpl *channels and NOS. It is, however, probably significant that these are cell-signaling molecules, where a relatively small number of molecules can have a disproportionate influence on cell behavior. By contrast, the transport genes for which the tubule is so enriched are much more likely to exert effects proportional to their abundance.

## Conclusions

Reverse genetics is a vital tool in functional genomics, but the 'phenotype gap' has hampered widespread implementation of this approach [35]. As the tubule presents a range of easily assayed phenotypes [12], this work specifically identifies those genes that are likely to be best studied in tubule by virtue of their very high enrichment. In addition to the obvious transport genes, it is interesting that many transcription factors and human disease gene homologs fall into this category. This work thus stresses the importance of systematic, fine-grained, tissue-specific microarray analysis in closing the phenotype gap for multicellular model organisms.

## Materials and methods

### Flies

*Drosophila melanogaster *were kept on standard diet at 25°C and 55% relative humidity on a 12:12 h photoperiod. Malpighian tubules were dissected from 7-day-old adults, for compatibility with the extensive physiological literature on the tubule [10,11,13,15,17,19,20,39,70,75,94-96]. At this stage, the tubules are in a relatively stable state after adult emergence, and their secretion parameters do not change detectably between 3 and 14 days post-emergence.

### Microarrays

Tubules were dissected in batches of 1,000 by a group of eight experimenters. Tubules were aggregated into Trizol every 15 min to minimize the distortion of the transcriptome by the trauma of dissection and *in vitro *incubation. 

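Genes for digestive enzymes of the midgut, the gut part next to the tubules, were lower in tubule than in whole flies for 24 of 33, with 1 higher (26 lower and 1 higher when adjusted over the list alone, camera, adjusted p = 0.0022, and adjusted p = 0.53 with an estimated correlation). betaTry, a trypsin gene (signal 316 ± 297 in tubule, 4,577 ± 573 in whole flies), and Jon25Bi, a serine protease gene (58.7 ± 50.3 and 1,064 ± 214), were lower (limma, the larger adjusted p was 9.0e-04, SD, n = 5), and LysS, a lysozyme gene of the gut, was higher (enrichment 2.82 ± 0.951, adjusted p = 2.0e-04). Between tubule arrays the list differed: its median gene stood at 1.11 log2 in array 2, 0.69 in array 5 and -1.27 in array 6, from the mean of the 5, and array 3 was 3.20 above array 4 (quartiles 2.62 and 4.04, 33 genes). The probe set with the tubule signal that the paper prints for Ser99Da, given by the annotation to more than 1 gene, read 10,628, 10,659, 902.8, 7,500 and 1,836 in arrays 2 to 6. Arrays 3 and 4 were compared because they were the highest and the lowest.

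**Figure D3:**
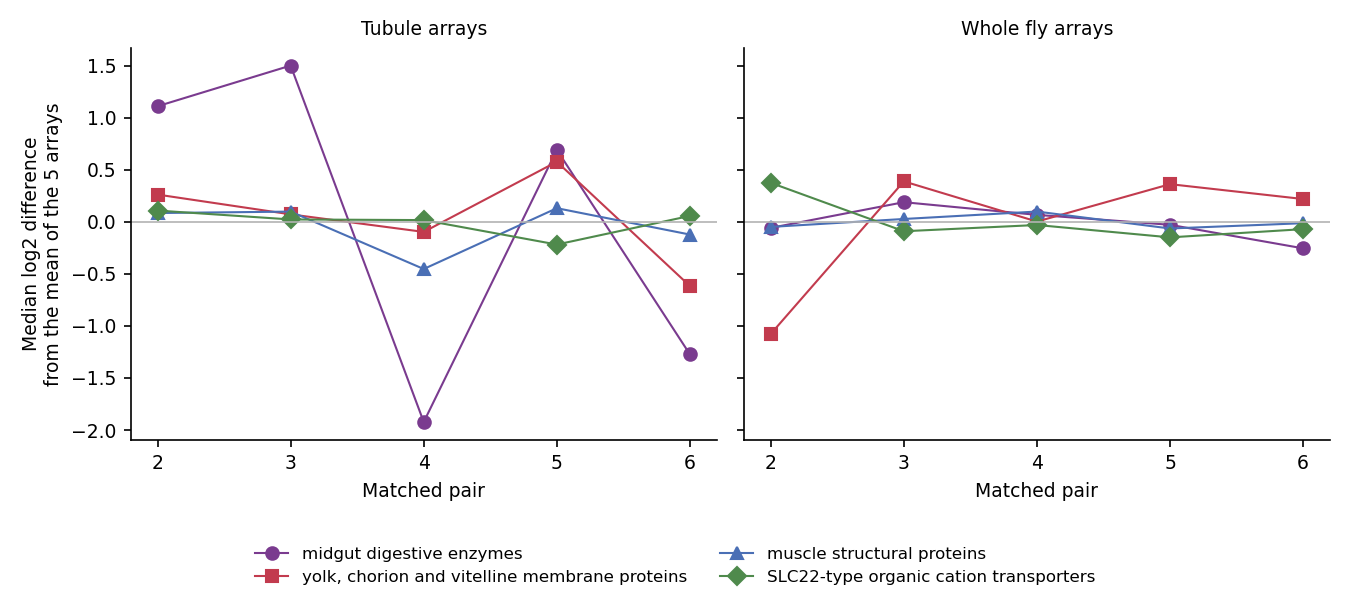
Median log2 difference of the genes of 4 lists from their mean over the 5 arrays of the same group, in each tubule array (left) and each whole fly array (right); points of 1 list are joined.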

Care was taken to sever the tubules from the gut at the lower ureter so that no other tissue was included in the sample. For each experimental point, whole flies from the same culture were homogenized in Trizol in batches of 100, to permit a matched pair comparison. Six repeats were performed. RNA was extracted according to standard protocols, and quality was assessed with an Agilent RNA Bioanalyzer. Samples of 20 μg total RNA were reverse-transcribed, then *in vitro *transcribed, according to Affymetrix standard protocols. The quality of the ccomplementary RNA (cRNA) was also checked on an Agilent RNA Bioanalyzer, with a sample in which the broad cRNA peak exceeded the height of the low molecular weight degradation peak taken to be satisfactory. Samples were then run on the Affymetrix *Drosophila *genome array under standard conditions. Quality control was at several levels: the Affymetrix MAS 5.0 software provided evidence of successful sample preparation, with test genes providing a 3':5' signal ratio of less than 3. dChip [97] provided an alternative view, with a direct oligo-by-oligo view on the success of hybridization across the array surface; slides with both single-probe and probe-set outlier rates of less than 5% were taken as satisfactory. 

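The GAPDH control probe sets had a 3':5' signal ratio of 2.49 to 2.93 in the 5 tubule arrays and 3.39 to 3.88 in the 5 whole fly arrays. For eIF-4a the ratios were 2.30 to 3.12 in tubule and 3.45 to 4.08 in fly, and for actin 1.18 to 2.38 and 1.57 to 1.94. The median signal was 25.5 to 28.2 in tubule arrays and 41.7 to 45.9 in fly arrays, and the mean after trimming 2% at each end was 100.0 in both groups. No test was made of these ratios; they come from the mean of the control probe sets at each end of the transcript.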

Only arrays in which both results were in range were accepted. In this case, 11 of 12 arrays were satisfactory; the first tubule array failed both MAS and dChip criteria, and so the first experimental pair was discarded to leave a five-sample paired design. As will be seen from the results, this design was sufficient to identify tubule-enriched genes with a high level of confidence. As sample collection extended over the whole day, array results from morning versus afternoon samples were compared (data not shown), but no difference was found between the two groups at this very broad time resolution.

### Bioinformatics

Microarray samples were analyzed by two independent routes. The first was low-level analysis with the Affymetrix MAS 5.0 suite and identification of differentially expressed genes using the Affymetrix Data Mining Tool. The second was low-level analysis using dChip software [97] followed by assessment of significance using SAM software [98] followed by post-analysis by dChip. The MAS5 low-level analysis consisted of background subtraction followed by robust conversion of probe-level perfect match-mismatch (PM-MM) expression values into probe-set-level signals followed by linear multi-chip normalization (scaling). Tubule enrichment was based on an Affymetrix 'up' call, and a critical level of *p *< 0.05. In this analysis method, tubule and fly samples were taken as matched pairs, reflecting their biological origin. The dChip-based low-level analysis consisted of background correction followed by the multi-chip, 'invariant-set' nonlinear normalization at probe level followed by the calculation of model-based expression indices using PM expression values only. Differentially expressed genes between two groups of five replicates were identified within dChip by filtering data using the following criteria: lower 90% confidence bound of fold-change [21] > 2; difference between group means on antilog scale > 100 and *p*-value for *t*-test of equal group means < 0.01. Alternatively, the differentially expressed genes were identified using SAM software with 1,000 sample permutations and false-discovery rate cutoff of 1%. These were then post-filtered using two first criteria from the dChip analysis mentioned above. Fold change was calculated as a ratio of group means. Outputs were saved as Excel files, and parsed by hand-coded Perl scripts.

## Additional data file

A list of genes (Additional data file 1) called as upregulated in tubule by Affymetrix SAM 5 software, and with more than two-fold enrichment is available with the online version of this article.

## Supplementary Material

Additional data file 1 A list of genes called as upregulated in tubule by Affymetrix SAM 5 software, and with more than two-fold enrichment Click here for additional data file

## Figures and Tables

**Figure 1:**
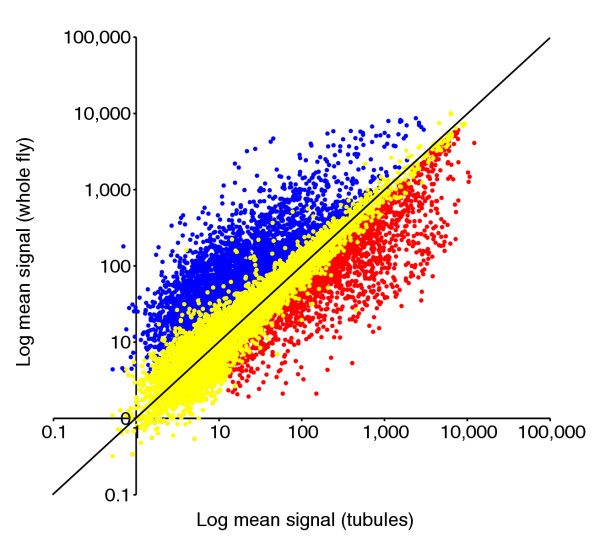
Scatterplot of mean whole fly vs tubule signal intensities. Genes called as significantly enriched in tubule compared with fly by MAS 5.0 are in red, those significantly depleted in blue, and those not significantly different in yellow.

**Figure 2:**
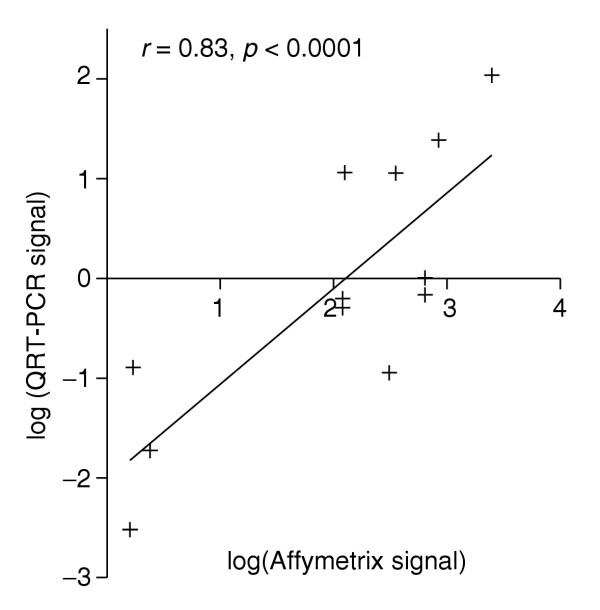
Semi-quantitative inter-gene comparison is possible using Affymetrix signal. The 24 QRT-PCR results underlying Table 3 were normalized against *rp49*, and plotted against the Affymetrix signal globally normalized as in MAS 5.0. Spearman's *r *was calculated, and significance of the correlation assessed (one-tailed), using Graphpad Prism 3.0.

**Figure 3:**
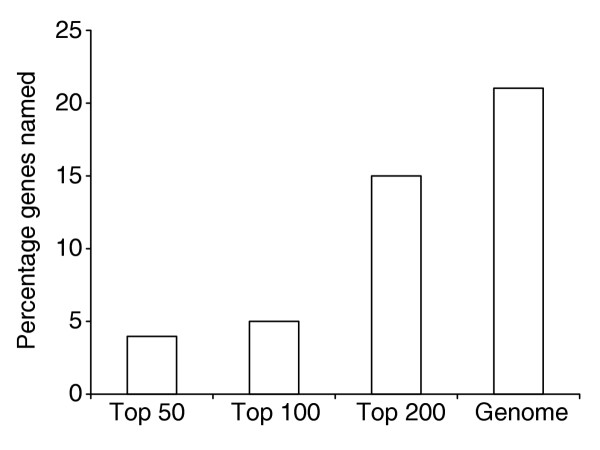
The phenotype gap. Genes enriched in tubules are historically under-researched. The percentage of genes with explicit names (other than automatic CG annotations) is shown for the entire genome, and for the top 50, 100 and 200 genes (as judged by fold enrichment) from the tubule dataset.

**Figure 4:**
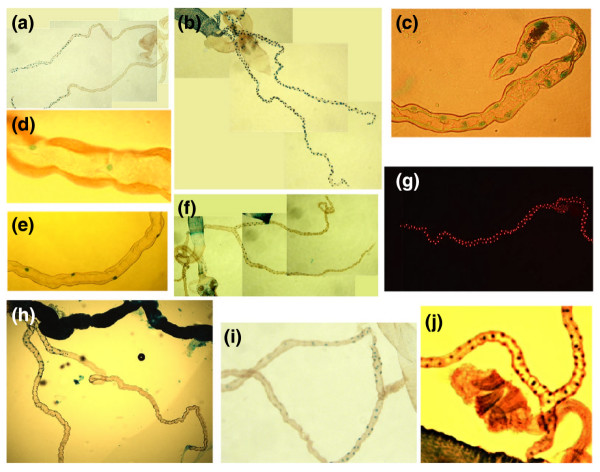
Expression patterns in tubules of some of the transcription factor genes indicated by the microarray data as being expressed in tubules. **(a) ***homothorax *(*hth*^05745^), principal and stellate cells of initial and transitional segments only; **(b) ***polyhomeotic proximal *(*ph-p*), all cells of tubule, and midgut; **(c) ***pointed *(*pnt*^1277^), principal and stellate cells of initial and transitional segments only; **(d) ***corto *(*corto*^07128*b*^), stellate cells only; **(e) ***teashirt *(*tsh*^04319^, a kind gift of H. Skaer), stellate cells only; **(f) ***bunched *(*bnc*^00255^), principal cells, whole tubule; **(g) ***cut *(immunocytochemistry, antibody a kind gift of Jan lab), whole tubule, principal cells only; **(h) ***CG7417 *(*CG7417*^201*Y*^), lower tubule (and midgut - strong); **(i) ***arc *(*a*^*k*11011*b*^), lower tubule, not ureter; **(j) ***Stat92E*^06346^, all tubule cells and midgut.

**Figure 5:**
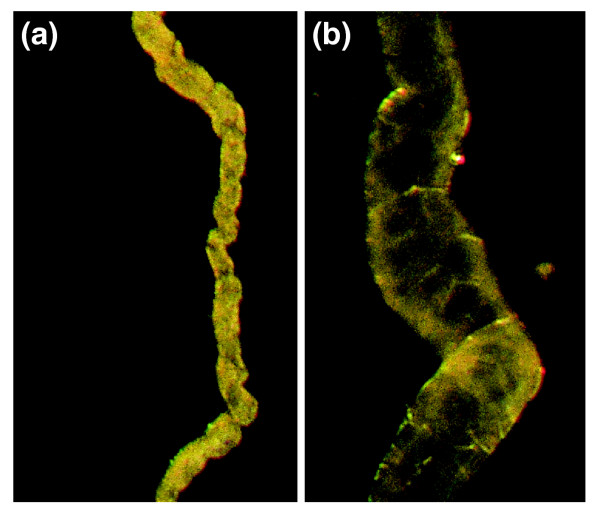
Recapitulation of human xanthinuria type 1 by *rosy *mutants. **(a) **Wild-type tubule; **(b) **tubule from adult *ry2 *homozygous fly. Both micrographs are at the same magnification, and the diameter of the wild-type tubule can be taken as 35 μm.

**Figure 6:**
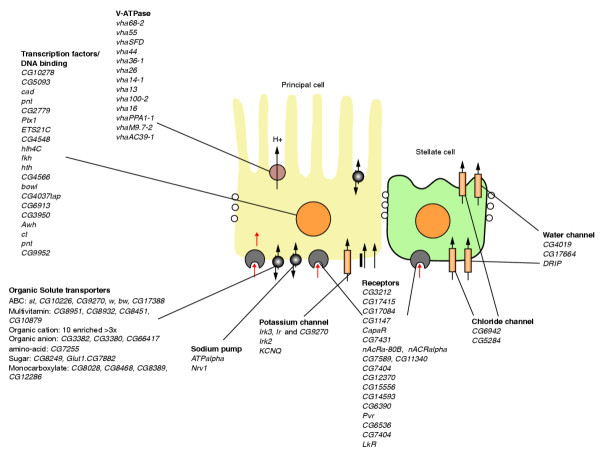
Summary of major genes enriched in tubule. Genes shown are upregulated at least threefold.

**Table 1:** Most abundant genes in tubule, sorted by normalized Affymetrix signal strength

Gene	Signal	Enrichment	Function
*MtnA*	12,114 ± 581	3.0 ± 0.0	Cu-binding
*CG7874*	10,672 ± 518	7.4 ± 0.4	
*CG14292*	10,392 ± 572	8.4 ± 0.5	
*CG3168*	10,199 ± 459	6.2 ± 0.3	Transporter
*RpS25*	9,368 ± 276	1.3 ± 0.0	Small-subunit cytosol ribosomal protein
*Adh*	8,895 ± 395	1.3 ± 0.0	Alcohol dehydrogenase; EC 1.1.1.1
*RpS20*	8,720 ± 226	1.2 ± 0.0	Small-subunit cytosol ribosomal protein
*CG13315*	7,818 ± 370	3.9 ± 0.6	
*CG14245*	7,767 ± 305	13.4 ± 2.3	
*RpL27A*	7,757 ± 198	1.3 ± 0.0	Large-subunit cytosol ribosomal protein
*CG18282*	7,711 ± 160	1.7 ± 0.0	
*RpL18A*	7,514 ± 200	1.4 ± 0.0	Large-subunit cytosol ribosomal protein
*RpL14*	7,483 ± 209	1.3 ± 0.0	Large-subunit cytosol ribosomal protein
*RpP2*	7,481 ± 283	1.3 ± 0.1	Cytosolic ribosomal protein
*CG6726*	7,307 ± 244	14.4 ± 0.5	Peptidase
*RpL23a*	7,284 ± 254	1.2 ± 0.1	Large-subunit cytosol ribosomal protein
*CG4046*	7,250 ± 165	1.1 ± 0.1	Structural protein of ribosome
*CG7084*	7,211 ± 329	36.8 ± 6.5	Transporter
*RpL3*	7,179 ± 105	1.4 ± 0.1	Large-subunit cytosol ribosomal protein
*CG9914*	7,088 ± 466	12.0 ± 1.4	Enzyme
*CG3203*	7,024 ± 219	1.3 ± 0.1	L17-like
*CG6846*	6,989 ± 177	1.3 ± 0.1	Structural protein of ribosome
*blw*	6,890 ± 142	1.7 ± 0.0	ATP synthase alpha subunit
*BcDNA:GH08860*	6,742 ± 278	5.0 ± 0.3	Enzyme
*RpS3*	6,709 ± 240	1.3 ± 0.1	DNA-(apurinic or apyrimidinic site) lyase
*CG5827*	6,603 ± 169	1.3 ± 0.1	Structural protein of ribosome
*CG15697*	6,543 ± 174	1.3 ± 0.1	Structural protein of ribosome
*RpS9*	6,502 ± 171	1.2 ± 0.0	Small-subunit cytosol ribosomal protein
*Rack1*	6,463 ± 105	1.3 ± 0.0	Protein kinase C binding protein
*vha26*	6,416 ± 190	3.1 ± 0.3	V-ATPase E subunit
*Ser99Da*	6,305 ± 2100	0.6 ± 0.2	Serine carboxypeptidase
*Ser99Db*	6,300 ± 2119	0.6 ± 0.2	Serine-type endopeptidase
*CG1883*	6,258 ± 172	1.2 ± 0.1	Structural protein of ribosome
*RpL32*	6,251 ± 217	1.3 ± 0.1	Large-subunit cytosol ribosomal protein
*Atpalpha*	6,240 ± 151	4.2 ± 0.1	Na, K-ATPase alpha subunit
*CG3270*	6,234 ± 167	32.3 ± 2.6	Sarcosine oxidase
*RpS26*	6,080 ± 151	1.3 ± 0.1	Small-subunit cytosol ribosomal protein
*sop*	6,070 ± 157	1.1 ± 0.0	Small-subunit cytosol ribosomal protein
*RpL7*	6,060 ± 113	1.2 ± 0.0	Large-subunit cytosol ribosomal protein
*CG3321*	6,034 ± 122	1.6 ± 0.0	Enzyme
*eIF-4a*	6,027 ± 270	1.9 ± 0.1	
*CG8857*	5,977 ± 309	1.4 ± 0.1	Structural protein of ribosome
*oho23B*	5,940 ± 176	1.3 ± 0.1	Ribosomal protein
*CG3762*	5,874 ± 79	4.2 ± 0.1	
*CG9091*	5,850 ± 281	1.2 ± 0.1	Structural protein of ribosome
*vha16*	5,845 ± 215	2.6 ± 0.1	V-ATPase c subunit
*CG18323*	5,820 ± 201	1.5 ± 0.1	

**Table 2:** Genes enriched more than 25-fold in tubules

Gene	Product	MAS enrichment
*CG13365*		98.9
*CG14957*		95.9
*CG13905*		85.2
*CG13836*		80.6
*Irk3*	Potassium channel protein-like	80.3
*CG14963*		55.4
*CG3014*		54.0
*CG13161*		53.8
*CG17043*		49.9
*CG18095*		47.8
*CG13656*		45.5
*CG13311*		43.5
*CG17817*		40.9
*CG9434*		40.6
*CG17522*	Glutathione transferase	39.5
*CG15359*		38.7
*CG7084*	Organic cation transporter	36.8
*CG8028*	Monocarboxylate transporter-like	36.6
*CG8951*	Sodium-dependent multivitamin transporter-like	35.8
*CG3690*		34.8
*CG15406*	Sugar transporter	34.5
*CG14293*		33.5
*CG17028*		33.4
*CG3285*	Sugar transporter-like	33.0
*CG3270*		32.3
*scarlet*	ATP-binding cassette (ABC) transporter	32.3
*CG6529*	Sugar transporter-like	32.1
*CG2680*	4-nitrophenylphosphatase-like	31.2
*CG8620*		30.5
*CG15279*	Cation amino-acid symporter	30.1
*CG9509*		29.7
*CG14539*		29.3
*CG3382*	Organic anion transporter	29.3
*CG6602*		29.3
*CG5361*	Alkaline phosphatase-like	29.2
*CG8957*	Iodide symporter-like	29.1
*CG10006*		29.0
*CG15155*		28.9
*CG10226*	ATP-binding cassette transporter	28.3
*CG2196*	Sodium iodide symporter	27.7
*CG16762*		27.6
*CG14195*		27.4
*CG8125*	Aryldialkylphosphatase	27.4
*CG7881*	Sodium phosphate cotransporter	27.1
*CG8934*	Sodium iodide symporter-like	27.1
*CG7402*	*N*-acetylgalactosamine-4-sulfatase-like	26.9
*NaPi-T*	Na phosphate cotransporter	26.8
*CG8791*	Sodium phosphate cotransporter	26.8
*CG8776*	Cytochrome b561-like	26.6
*CG3212*		26.6
*CG14857*	Organic cation transporter-like	26.4
*CG8932*	Sodium-dependent multivitamin transporter-like	25.9
*Cyp6a18*	Cytochrome P450, CYP6A18	25.5

**Table 3:** Validation of array data by QRT-PCR

Gene	MAS enrichment	SAM enrichment	QRT-PCR enrichment
Highly enriched			
*CG13665*	98.9	8.7	9.0
*CG14957*	95.9	21.9	23.8
*CG13905*	22.6	17.4	110
*CG13836*	80.6	30.1	11.7
			
Evenly expressed			
CG17737	1.0	0.9	0.74
CG10731	1.0	1.1	0.68
CG8327	1.0	0.8	1.2
Arp66	1.0	1.1	0.47
			
Highly depleted			
*CG13421*	0.00	0.067	0.19
*CG12408*	0.01	0.11	0.14
*Act88F*	0.01	0.14	0.03
*CG15575*	0.01	0.082	0.008

Enrichment in tubule mRNA compared to whole fly mRNA, computed from the microarray dataset with MAS 5.0 or SAM (see text), were compared with real values obtained by QRT-PCR. Four separate fly and tubule samples were run with primers for each gene, and for *rp49*, a ribosomal gene generally considered to be invariant. RNA quantities were calculated, and the gene:*rp49 *ratio calculated for each sample pair. Tubule enrichment was calculated as the (gene:*rp49*)_tubule_/(gene:*rp49*)_fly_.

**Table 4:** Transporters sorted by class

Gene/class	Signal	Enrichment
ATP-binding cassette (ABC) transporter (6/46)		
*st*	1,521 ± 34	32 ± 2.8
*CG10226*	290 ± 25	28 ± 3.4
*CG9270*	422 ± 21	21 ± 2.7
*w*	798 ± 53	10 ± 1.4
*bw*	18 ± 2	4 ± 1.2
*CG17338*	72 ± 6	3 ± 0.2
		
Cationic amino-acid transporter (1/5)		
*CG7255*	308 ± 34	7 ± 0.8
		
Copper transporter (1/6)		
*CG7459*	374 ± 6	5 ± 0.6
		
Monocarboxylate transporter (4/14)		
*CG8028*	2,567 ± 82	37 ± 2.1
*CG8468*	1,377 ± 67	10 ± 0.7
*CG8389*	698 ± 38	4 ± 0.2
*CG12286 *(*kar*)	550 ± 15	3 ± 0.1
		
Multidrug efflux transporter (1/6)		
*CG8054 *(*now CG30344*)	1,366 ± 68	6 ± 0.4
		
Pyrimidine-sugar transporter of Golgi (1/1)		
*CG3874 *(*frc*)	877 ± 40	5 ± 0.3
		
Oligopeptide transporter (1/3)		
*CG9444*	517 ± 12	10 ± 1.2
		
Organic anion transporter (3/5)		
*CG3382*	1,076 ± 56	29 ± 3.3
*CG3380*	3,385 ± 126	24 ± 1.6
*CG6417*	678 ± 90	9 ± 2.4
		
Organic cation transporter (11/21)		
*CG7084*	7,211 ± 329	37 ± 6.5
*CG14857*	472 ± 13	26 ± 5.5
*CG17751*	1,331 ± 34	25 ± 4.2
*CG16727*	3,152 ± 200	23 ± 3.2
*CG17752*	4,847 ± 37	21 ± 2.1
*CG14856*	36 ± 5	7 ± 2.4
*CG3168*	10,199 ± 459	6 ± 0.3
*CG6231*	269 ± 30	5 ± 1.0
*CG7342*	20 ± 2	5 ± 1.5
*CG8654*	274 ± 29	4 ± 0.6
		
Reduced folate transporter (2/3)		
*CG14694*	584 ± 22	13 ± 1.6
*CG6574*	190 ± 8	4 ± 0.3
		
Sodium bicarbonate cotransporter (1/1)		
*CG4675 *(*Ndae1*)	531 ± 34	5 ± 0.5
		
Sodium-dependent inorganic phosphate cotransporter (1 / 20)		
*NaPi-T*	1,430 ± 428	27 ± 2.3
		
Sodium-dependent multivitamin transporter (4/5)		
*CG8951 *(now *CG31090*)	1,363 ± 30	36 ± 3.9
*CG8932*	2,106 ± 130	26 ± 1.4
*CG8451*	365 ± 10	4 ± 0.4
*CG10879 *(now *CG31668*)	6 ± 1	3 ± 0.7
		
Glucose transporter (3/17)		
*CG7882*	4,951 ± 171	16 ± 0.8
*CG8249*	302 ± 12	6 ± 1.0
*Glut1*	342 ± 24	3 ± 0.2
		
Sugar transporter (7/7)		
*CG15406*	5,322 ± 186	35 ± 2.8
*CG3285*	1,405 ± 55	33 ± 1.3
*CG6529 *(now *CG31272*)	3,774 ± 131	32 ± 4.8
*CG15407*	840 ± 44	25 ± 2.1
*CG14606*	1,210 ± 56	22 ± 2.0
*CG15408*	3,333 ± 194	21 ± 1.7
*CG8837*	1,277 ± 88	19 ± 2.9
		
Zinc transporter (4/6)		
*BG:DS07295.1 *(now *CG3994*)	3,608 ± 91	10 ± 1.0
*CG4334*	378 ± 19	5 ± 0.4
*CG17723*	919 ± 59	4 ± 0.3
*CG5130*	104 ± 10	4 ± 0.6

For brevity, only family members enriched by more than threefold are shown. For each grouping, the numbers in parentheses refer to the number of genes enriched in tubule, compared to the total number of such genes in the *Drosophila *genome, as classified by Gene Ontology. Where original gene names have been superseded by later annotations of the *Drosophila *genes, the new names are shown in parentheses.

**Table 5:** V-ATPase genes that are enriched in tubule

Subunit	Copy number	Genes	Affymetrix reference	Signal	Enrichment
V_1 _sector					
A	3	*vha68-1 *(*CG12403*)	142380_at	9 ± 2	0.5 ± 0.1
		*vha68-2 *(*CG3762*)	146305_at	**5,874 ± 79**	**4.2 ± 0.1**
		*vha68-3 *(*CG5075*)	146306_at	2 ± 0	0.04 ± 0.02
B	1	*vha55 *(*CG17369*)	153041_at	**2,304 ± 74**	**2.7 ± 0.1**
SFD (H)	1	*vhaSFD *(*CG17332*)	144191_at	**2,671 ± 66**	**4.4 ± 0.2**
C	1	*vha44 *(*CG8048*)	153422_at	**1,400 ± 74**	**3.5 ± 0.1**
D	3	*vha36-1 *(*CG8186*)	152480_at	**2,846 ± 154**	**4.5 ± 0.4**
		*vha36-2 *(*CG13167*)	147073_at	2 ± 0.4	0.1 ± 0.0
		*CG8310*	144407_at	29 ± 4	0.6 ± 0.09
E	1	*vha26 *(*CG1088*)	151930_at	**6,416 ± 190**	**3.1 ± 0.3**
F	2	*vha14-1 *(*CG8210*)	143625_at	**3,722 ± 105**	**3.2 ± 0.2**
		*vha14-2 *(*CG1076*)	149368_at	5.6 ± 1.6	1.5 ± 1.1
G	1	*vha13 *(*CG6213*)	144156_at	**2,952 ± 68**	**3.3 ± 0.1**
					
V_0 _sector					
A	5	*vha100-1 *(*CG1709*)	153997_at	155 ± 8	0.8 ± 0.0
		*vha100-2 *(*CG7679, CG18617*)	142661_at	**3,718 ± 157**	**5.4 ± 0.3**
		*vha100-3 *(*CG30329*)	not on array		
		*CG12602*	146249_at	306 ± 26	1.3 ± 0.1
		*vha100-4 *(*CG7678*)	141662_at	66 ± 3	0.24 ± 0.04
c	5	*vha16 *(*CG3161*)	141528_at	**5,845 ± 215**	**2.6 ± 0.1**
		*vha16-2 *(*CG32089*)*/vha16-3*	148578_at	32 ± 7	1.4 ± 0.22
		(*CG32090*)			
		*vha16-4 *(*CG9013*)	147341_at	18 ± 4	1.4 ± 0.6
		*vha16-5 *(*CG6737*)	146189_at	36 ± 7	0.6 ± 0.12
PPA1	2	*vhaPPA1-1 *(*CG7007*)	142158_at	**1,895 ± 79**	**4.1 ± 0.2**
(c")		*vhaPPA1-2 *(*CG7026*)	149926_at	57 ± 7	0.9 ± 0.1
M9.7	3	*vhaM9.7-1 *(*CG11589*)	154011_at	101 ± 9	**1.8 ± 0.0**
(e, H)		*CG1268*	148161_at	14 ± 1	0.1±0.0
		*vhaM9.7-2 *(*CG7625*)	149187_at	**3,101 ± 127**	**2.9 ± 0.1**
AC39	2	*vhaAC39-1 *(*CG2934*)	154279_at	2,082 ± 52	**3.4 ± 0.1**
(d)		*vhaAC39-2 *(*CG4624*)	150428_at	13 ± 2	0.8 ± 0.12

All genes significantly similar to known human or yeast V-ATPase subunits were identified by BLAST search, extending our previously reported annotation of the V-ATPase family [53], by identifying the genes underlined above as V-ATPase subunits. For comparison, enrichment ratios significantly greater than 1 and signals over 1,000 are shown in bold. (*vha16-2 *and *vha16-3 *are in tandem repeat and share the same Affymetrix oligo set, and so cannot be distinguished here.)

**Table 6:** Na^+^, K^+^-ATPase

Gene	Signal	Enrichment
α-subunit		
*Atpalpha*	6,240 ± 151	4.22 ± 0.05
*CG3701*	6 ± 1	0.85 ± 0.17
		
β-subunit		
*Nrv1*	1,924 ± 71	3.47 ± 0.21
*Nrv2*	2 ± 1	0.09 ± 0.06
*CG11703*	7 ± 2	0.46 ± 0.18
*CG5250*	4 ± 0	0.18 ± 0.04
*CG8663*	20 ± 1	0.1 ± 0.01

Although the *Drosophila *Na^+^, K^+^-ATPase has classically been thought to be composed of a dimer of *Atpalpha *and either *Nrv1 *or *Nrv2*, the other genes here are more similar by BLASTX to the corresponding alpha and beta subunits than any other gene (data not shown). They are thus included in the table as candidate alternative subunits.

**Table 7:** Potassium channels and symporters

Gene	Signal	Enrichment
Potassium channels		
*Irk3 (CG10369)*	2771 ± 145	80.31 ± 7.75
*Ir (CG6747)*	1302 ± 112	14.19 ± 1.58
*Irk2 (CG4370)*	527 ± 33	5.69 ± 0.24
*KCNQ (CG12215)*	101 ± 0	6.44 ± 2.31
*KCNQ (CG12915)*	111 ± 10	2.84 ± 0.46
*CG10864*	29 ± 7	3.74 ± 1.12
*CG32770 (CG6952)*	5 ± 2	2.6 ± 1.05
*elk*	5 ± 3	2.23 ± 1.19
*CG9361*	6 ± 2	2.31 ± 0.84
*CG12214*	101 ± 11	2.15 ± 0.51
*CG7640*	12 ± 5	1.48 ± 0.76
*eag*	8 ± 1	1.59 ± 0.39
*Shaker cognate b*	6 ± 1	1.38 ± 0.54
*CG4450*	4 ± 0	1.62 ± 0.28
*Shaw*	26 ± 4	1.21 ± 0.54
*CG1756*	15 ± 4	1.31 ± 0.35
*Shaker*	26 ± 4	1.42 ± 0.23
*CG9637*	3 ± 1	1.32 ± 0.22
*Shal*	29 ± 4	1.19 ± 0.29
*CG3367*	6 ± 1	1.09 ± 0.09
*CG8713*	41 ± 3	0.9 ± 0.1
*Sh*	7 ± 3	0.65 ± 0.25
*CG9194*	8 ± 1	0.77 ± 0.12
*CG15655*	13 ± 3	0.45 ± 0.13
*Ork1*	28 ± 2	0.32 ± 0.03
*sei*	10 ± 2	0.21 ± 0.04
*Shab*	6 ± 1	0.21 ± 0.04
*CG12904*	4 ± 1	0.14 ± 0.07
*CG17860*	5 ± 2	0.1 ± 0.04
*Hk*	4 ± 1	0.07 ± 0.01
		
Calcium-activated potassium channels		
*CG10706*	21 ± 5	1.93 ± 1.06
*slo*	2 ± 0	0.11 ± 0.02
*CG4179*	4 ± 1	1.55 ± 0.91
		
Potassium-dependent sodium-calcium exchangers		
*CG14744*	39 ± 1	1.32 ± 0.12
*CG1090*	35 ± 2	0.81 ± 0.13
*CG14743*	5 ± 1	0.48 ± 0.19
*Nckx30C*	31 ± 5	0.38 ± 0.05
*CG12376*	8 ± 2	0.24 ± 0.07
*Nckx30C*	31 ± 5	0.11 ± 0.05
		
Sodium/potassium/chloride symporter		
*EG:8D8.3*	132 ± 6	2.46 ± 0.36
*CG10413*	185 ± 25	1.75 ± 0.22
*CG5594*	65 ± 5	0.8 ± 0.07
*CG2509*	60 ± 6	0.42 ± 0.06
*CG4357*	12 ± 4	0.12 ± 0.04

**Table 8:** Chloride channels

Gene	Signal	Enrichment
*CG6942*	251 ± 9	4 ± 0.29
*CG8594*	57 ± 5	0.86 ± 0.09
*CG5284*	100 ± 5	2.2 ± 0.16

These are the three genes with clear similarity to the ClC gene family of vertebrates [12].

**Table 9:** Aquaporins and other major intrinsic proteins

Gene	Signal	Enrichment
*CG4019*	1666 ± 167	2.7 ± 0.3
*CG17664*	705 ± 91	7.9 ± 0.9
*DRIP*	318 ± 16	3.6 ± 0.4
*CG7777*	243 ± 11	0.6 ± 0.06
*CG12251 (AQP)*	22 ± 3	0.5 ± 0.04
*CG5398*	8 ± 1	0.2 ± 0.05
*bib*	2 ± 1	1.1 ± 0.3

**Table 10:** Receptors called as upregulated in tubule, with enrichments more than threefold

Gene	Signal	Enrichment
*CG3212*	85 ± 11	27 ± 11
*CG17415 *(calcitonin-like)	633 ± 48	17 ± 2
*CG17084*	288 ± 27	14 ± 2
*CG1147 *(neuropeptide Y-like)	34 ± 2	13 ± 8
*CG14575 *(CapaR)	311 ± 24	11 ± 1
*CG7431 *(octopamine-like)	40 ± 4	8.5 ± 0.9
*CG12414 (nAChRalpha @ 80B)*	9 ± 3	8 ± 3.6
*CG7589 *(ligand-gated Cl channel)	564 ± 35	7 ± 0.9
*CG12370 *(diuretic hormone-like)	203 ± 17	6.7 ± 9
*CG15556*	221 ± 12	6.4 ± 0.5
*CG11340 *(glycine-gated channel-like)	143 ± 8	5.0 ± 0.9
*CG14593 *(bombesin)	59 ± 13	5 ± 2
*CG6390 *(insulin-like growth factor)	85 ± 8	4.3 ± 0.6
*CG8222 *(*Pvr*, vascular endothelial growth factor-like)	294 ± 26	4.2 ± 0.5
*CG6536*	42 ± 5	4 ± 1.7
*nAcRalpha*	24 ± 4	4 ± 1.5
*CG7404 *(steroid-like)	239 ± 21	3.5 ± 0.4
*CG10626 *(LkR)	142 ± 7	2.9 ± 0.4

**Table 11:** Major genes of the cAMP, cGMP and calcium signaling pathways

Function	Gene name	Signal	Enrichment	Comments
cAMP				
Adenylate cyclase	*rutabage*	121 ± 12	1.4 ± .2	
	*Ac78C*	44 ± 5	7.2 ± 1.6	
	*Ac13E*	106 ± 4	4.1 ± 0.5	
Protein kinase A	*Pka-C3*	88 ± 9	1.7 ± 0.2	Catalytic subunit
	*Pka-R1*	183 ± 13	1.2 ± 0.1	Regulatory subunit
PDE	*dunce*	147 ± 6	3.9 ± 0.6	cAMP-specific
				
Calcium				
CamKinase	*Caki*	112 ± 10	1.7 ± 0.2	
Phospholipase C	*Small wing*	46 ± 6	1.1 ± 0.2	
	*Plc21C*	58 ± 5	1.1 ± 0.1	
Calcium release channels	*Itp-r83A*	11 ± 2	1.2 ± 0.2	InsP_3 _receptor
Calmodulin	*Calmodulin*	1,019 ± 57	0.9 ± 0.06	
Protein kinase C	*Pkc98E*	217 ± 15	1.7 ± 0.2	
				
cGMP				
Guanylate cyclase	*CG14885*	13 ± 3	6 ± 2.5	Probably soluble beta subunit
	*Gyc76C*	410 ± 23	2.9 ± 0.4	Membrane form
	*CG4224*	23 ± 4	0.8 ± 0.2	Membrane form
	*CG9873*	137 ± 5	2.0 ± 0.7	Membrane form
	*Gycbeta100B*	20 ± 4	0.8 ± 0.1	Cytoplasmic, beta subunit
	*CG5719*	9 ± 3	3.5 ± 1.4	Membrane form
PDE	*CG10231*	182 ± 4	3.7 ± 0.6	cGMP-specific, PDE11-like
Protein kinase G	*foraging*	91 ± 2	0.3 ± 0.01	
	*Pkg21D*	448 ± 20	15.7 ± 2.3	
				
Serine/threonine protein phosphatases				
	*Cg17746*	258 ± 32	4.3 ± 0.6	PPA-2C like
	*puckered*	228 ± 11	2.5 ± 0.2	Multifunctional
	*twins*	209 ± 11	2.0 ± 0.1	PPA-2A like
	*Pp2A-29B*	738 ± 28	1.9 ± 0.2	PPA-2A like
	*Microtubule star*	997 ± 46	1.3 ± 0.1	PPA-2A like
	*Pp1-87B*	318 ± 17	1.1 ± 0	PPA-1 like
	*Pp1alpha-96A*	332 ± 8	1.1 ± 0	PPA-1 like
				
Accessory proteins, associated with anchoring, cellular localization or modulation of signaling				
	*Akap550*	136 ± 6	2 ± 0.3	A-kinase anchor protein
	*AKAP200*	414 ± 30	0.35 ± 0.02	
	*14-3-3-zeta*	1,789 ± 42	2.6 ± 0.2	Diacylglycerol-activated PKC inhibitor
	*CG32812*	42 ± 4	2.7 ± 0.4	Calcineurin
	*Rack1*	6,463 ± 105	1.3 ± 0	Receptor for activated C-kinase

**Table 12:** Transcription factors and DNA-binding proteins that are abundant or enriched in tubule

Gene	Signal	Enrichment
*CG10278*	175 ± 7	24.1 ± 11.5
*CG5093*	50 ± 4	19.3 ± 6.2
*pnt*	63 ± 5	17.5 ± 4.8
*CG2779*	5771 ± 317	16.8 ± 0.7
*Ptx1*	183 ± 8	12.7 ± 2.2
*Ets21C*	51 ± 17	9.8 ± 3.1
*CG4548*	91 ± 4	8.8 ± 4.3
*HLH4C*	6 ± 1	7.7 ± 6.9
*fkh*	266 ± 26	7.2 ± 1.1
*hth*	162 ± 13	7.2 ± 0.7
*CG4566*	17 ± 2	7.1 ± 4.2
*bowl*	71 ± 5	7.1 ± 0.7
*CG4037*	5 ± 1	6.7 ± 2.4
*tap*	5 ± 1	6.0 ± 3.0
*CG6913*	5 ± 2	6.0 ± 5.5
*CG3950*	287 ± 21	5.4 ± 0.9
*Awh*	21 ± 4	4.8 ± 1.4
*CG1162*	8 ± 1	4.7 ± 2.1
*ct*	145 ± 12	4.6 ± 0.8
*CG14202*	10 ± 1	4.6 ± 1.5
*tsh (ae)*	65 ± 5	4.6 ± 0.8
*CG9952*	45 ± 11	4.5 ± 0.6
*sv*	16 ± 2	4.3 ± 1.8
*fd59A*	11 ± 3	4.3 ± 1.7
*CG11914*	31 ± 4	4.2 ± 1.7
*slp2*	4 ± 2	4.1 ± 3.1
*Lim3*	13 ± 3	4.0 ± 1.1
*CG6419*	18 ± 3	4.0 ± 0.4
*Tis11*	337 ± 17	3.9 ± 0.6
*nvy*	27 ± 4	3.9 ± 1.1

**Table 13:** Genes with known significance to tubule function, but very low abundance/enrichment scores

Gene name	Signal	Enrichment
*NOS*	1 ± 0	0.2 ± 0.04
*trpl*	9 ± 2	0.03 ± 0.01
*trp*	3 ± 1	0.02 ± 0.01

**Table 14:** *Drosophila *tubule as a model for human genetic disease

Gene	Affymetrix signal	Enrichment	Blast probability	OMIM reference	Human disease	Available fly stocks
*CG10226*	290 ± 25	28.3	1.00E-184	171050	Colchicine resistance	
*CG7402*	99 ± 4	26.9	2.00E-40	253000	Mucopolysaccharidosis IVA	
*Ir*	1,302 ± 112	14.2	1.00E-76	600359	Bartter syndrome, antenatal, 601678	
*ry*	655 ± 44	13.0	1.00E-184	607633	Xanthinuria, type I, 278300	
*Ptx1*	183 ± 8	12.7	6.00E-38	602669	Anterior segment mesenchymal dysgenesis and cataract, 107250	
*Fmo-1*	131 ± 11	12.0	9.00E-27	136132	[Fish-odor syndrome], 602079	
*CG4484*	504 ± 50	12.0	1.00E-49	606202	Oculocutaneous albinism, type IV, 606574	
*DS00004.14*	759 ± 54	10.6	1.00E-123	603470	Citrullinemia, 215700	
*CG9455*	355 ± 40	9.0	1.00E-42	107400	Emphysema; emphysema-cirrhosis, hemorrhagic diathesis due to	
*CG5582*	825 ± 49	8.5	1.00E-69	607042	Ceroid-lipofuscinosis, neuronal-3, juvenile, 204200	
*Cyp4d2*	1,008 ± 70	8.3	1.00E-27	107910	Gynecomastia, familial, due to increased aromatase activity	
*CG7433*	1,364 ± 50	7.4	1.00E-153	137150	GABA-transaminase deficiency	
*CG1140*	894 ± 26	7.3	1.00E-176	245050	Ketoacidosis due to SCOT deficiency	
*CG9547*	860 ± 34	7.0	1.00E-164	231670	Glutaricaciduria, type I	
*PhKgamma*	2,665 ± 152	6.9	1.00E-111	172471	Glycogenosis, hepatic, autosomal	
*CG4623*	382 ± 37	6.8	4.00E-28	606598	Charcot-Marie-Tooth disease, mixed axonal and demyelinating	l(3)j7B3
*CG12370*	203 ± 17	6.7	5.00E-40	138033		
*CG15556*	221 ± 12	6.4	6.00E-12	602851	Convulsions, familial febrile, 4, 604352	
*KCNQ*	101 ± 0	6.4	1.00E-108	602235	Epilepsy, benign, neonatal, type 1, 121200; myokymia with neonatal	
*CG17119*	852 ± 28	5.7	6.00E-74	606272	Cystinosis, atypical nephropathic; cystinosis, late-onset juvenile	
*CG7408*	168 ± 6	5.6	3.00E-27	300180	Chondrodysplasia punctata, X-linked recessive, 302950	
*Spat*	724 ± 39	5.1	2.00E-88	604285	Hyperoxaluria, primary, type 1, 259900	EP(x)1365
*CG8743*	1,001 ± 44	4.9	1.00E-100	605248	Mucolipidosis IV, 252650	
*CG14593*	59 ± 13	4.9	2.00E-33	131244	ABCD syndrome, 600501; Hirschsprung disease-2, 600155	
*CG1673*	911 ± 142	4.8	1.00E-100	113530	Hypervalinemia or hyperleucine-isoleucinemia (?)	
*Ndae1*	531 ± 34	4.7	1.00E-184	603345	Renal tubular acidosis, proximal, with ocular abnormalities, 604278	
*CG7834*	3441 ± 106	4.3	8.00E-80	130410	Glutaricaciduria, type IIB, 231680	EP(2)2553, l(2)k00405
*Pvr*	294 ± 26	4.2	6.00E-69	164770	Myeloid malignancy, predisposition to	
*CG12030*	887 ± 51	4.1	1.00E-124	606953	Galactose epimerase deficiency, 230350	
*Mdr49*	239 ± 25	4.0	1.00E-184	171060	Cholestasis, familial intrahepatic, of pregnancy, 147480	l(2)k05224
*CG4685*	563 ± 19	4.0	1.00E-129	271980	Succinic semialdehyde dehydrogenase deficiency	EP(2)2545, l(2)k08713
*CG12338*	774 ± 16	3.9	4.00E-40	124050		
*CG12582*	183 ± 14	3.8	1.00E-142	248510	Mannosidosis, beta-	l(2)k10108
*Reg-3*	463 ± 24	3.8	1.00E-184	274270	Thymine-uraciluria	
*Cyp12c1*	73 ± 5	3.8	2.00E-34	124080	Aldosterone to renin ratio raised; hypoaldosteronism, congenital,	
*Fur1*	724 ± 29	3.7	1.00E-163	162150	Obesity with impaired prohormone processing, 600955	
*Cyp9c1*	258 ± 14	3.7	7.00E-53	274180	Thromboxane synthase deficiency	l(3)05545
*Drip*	318 ± 16	3.6	1.00E-37	154050	Cataract, polymorphic and lamellar, 604219	
*CG8654*	274 ± 29	3.6	2.00E-62	607096	Hypouricemia, renal, 220150	
*Cyp9f2*	1,700 ± 60	3.6	1.00E-69	124010	CYP3A4 promoter polymorphism; CYP3A4-V	
*ERR*	239 ± 21	3.5	5.00E-29	313700	Androgen insensitivity, 300068; breast cancer, male	EP(3)3340
*CG3603*	94 ± 7	3.4	5.00E-20	222745	DECR deficiency (2) (?)	
*CG9232*	877 ± 20	3.4	1.00E-118	606999	Galactosemia, 230400	
*CG8417*	502 ± 31	3.2	3.00E-71	154550	Carbohydrate-deficient glycoprotein syndrome, type Ib, 602579	EP(2)0844, EP(2)2192, EP(2)2358, l(2)05428, l(2)k06503
*CG4663*	439 ± 14	3.2	2.00E-29	601789	Adrenoleukodystrophy, neonatal, 202370; Zellweger syndrome, 214100	
*Cat*	4,316 ± 88	3.2	1.00E-184	115500	Acatalasemia	
Prominin-like	308 ± 24	3.0	1.00E-20	604365	Retinal degeneration, autosomal recessive, prominin-related	EP(2)0740

Genes that are abundant (Affymetrix signal > 50) and enriched (> 3 times) in tubule, and which are also closely similar (Blast probablility < 10^-20^) to genes mutated in human genetic diseases, as described in the Homophila database [99]. OMIM reference refers to entries in the Online Mendelian Inheritance in Man database [100].

How the deposited data were processed for this re-analysis (not part of the article)

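RNA of dissected Malpighian tubules and of whole flies, 7 days old, was measured by the authors on the Affymetrix Drosophila genome array, with 5 arrays of tubule and 5 of whole fly. Tubules were dissected in batches of 1000 and flies homogenized in batches of 100, and samples of 20 µg of total RNA were used. The paper does not give the number of batches behind an array. A tubule and a fly array of the same number come from the same culture, and the authors left out the first pair after quality control. The deposited values are signal intensities that the authors made with MAS 5.0 before they deposited them: the background was subtracted, perfect match and mismatch probes were summarised robustly per probe set, and each array was scaled linearly. These intensities are on a linear scale, from 0.1 to 14,003, and hold neither detection calls nor dChip values. The mean of each array after trimming 2% at each end was 100.0, which is how the scaling appears in the values, and no further normalization was applied.

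Of 14,010 probe sets, 44 are array controls and 13,966 were tested. In the platform annotation 12,443 of these name 1 gene, 327 several and 1,196 none. The 12,443 name 10,845 genes, and 12,394 of them were matched to a RefSeq gene table to update the symbols. A gene was named only from a probe set with 1 gene in the annotation, and a probe set with several is described by the name that the paper gives it. Some of the former, among them those of Act87E and LysB, carry the suffix of a gene family, so their signals may not be those of 1 gene alone. Of 1,455 probe sets of the paper's additional file, 1,450 were found among the values.

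Log2 signals were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend), with the pair as a block and p adjusted by Benjamini and Hochberg over all probe sets tested. A probe set was called at an adjusted p under 0.05. The paper's methods take tubule and fly as matched pairs of one culture, and the pairing rests on that statement. The deviations of a tubule array and its fly array from their group means had correlations of 0.003, 0.085, -0.089, -0.006 and 0.091 in the 5 pairs (6,125 probe sets with a mean signal of at least 50). The highest correlation of each tubule array with a fly array of another number was 0.140, 0.121, 0.167, 0.155 and 0.111, in the same order. The signals by themselves thus show no sign of the pairing. Enrichment is the mean of the 5 ratios of tubule to fly signal within pairs, as in the paper, with its SD. With 5 arrays a group, the number of arrays limits the precision. The fit was tested on simulated data for all 13,966 probe sets, with 50 probe sets changed by each size of fold. Calls were made for 32% of those changed 1.5-fold, 58% of those changed 2-fold, 80% of those changed 4-fold and 100% of those changed 8-fold. Of 142 calls 7 were false. The data gave 7,418 calls, and the adjusted p depends on the share of probe sets that change. These percentages are therefore not the sensitivity of the fit on the data.

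Genes were grouped in 34 lists, with 1 probe set per gene, that of the highest mean signal. They cover cytosolic ribosomal proteins, V-ATPase subunits, mitochondrial ATP synthase subunits, tricarboxylic acid cycle enzymes, ABC transporters, organic anion transporting polypeptides, SLC22-type organic cation transporters, monocarboxylate transporters, SLC17-type phosphate and anion cotransporters, SLC5-type sodium solute symporters, sugar transporters and zinc transporters. Others hold metallothioneins and genes of copper and iron handling, cytochrome P450s, glutathione transferases, UDP-glycosyltransferases, purine and urate metabolism, eye pigment genes, peroxisome genes, tubule development transcription factors and stress genes. The rest are markers of other tissues: immune effectors, midgut digestive enzymes, muscle, phototransduction, neuronal, accessory gland, testis, yolk and chorion, female germline, DNA replication and mitosis, fat body, haemocyte and chemosensory genes. The lists of V-ATPase, ABC, organic ion, monocarboxylate, phosphate, SLC5, sugar, zinc and purine genes hold genes seen as enriched in the paper's tables. Those of P450s, glutathione transferases, copper and iron handling, peroxisome genes, eye pigment genes and tubule transcription factors include such genes too. Examples are Cyp6a18, GstE10, Ctr1B, Cat, st and Ptx1. Each list was tested by camera against all other genes, with a preset correlation of 0.01 and p adjusted over the 34 lists. Counts adjusted over the list alone are given at least where they differ from those over all probe sets. Further lists of other midgut genes and constitutive chaperones were added after the patterns they test had been seen.

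The genes named were chosen by a rule, and the paper's values for the first group had been seen. It takes every gene named in the paper's results and Tables 1 to 14, by the probe set that the paper or its additional file gives or else by that of the highest mean signal. It also takes the 10 largest and the 10 smallest log2 fold changes among calls with the same direction in all 5 pairs and a mean of at least 50 in the higher group, the 10 highest tubule signals, and the 2 largest and 2 smallest members of each list with a mean of at least 50 in a group. The design, the lists, this rule and all alternatives were fixed before the data were examined, except where a text says that a choice came later.

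Correlations with QRT-PCR were tested by permutation (100,000 resamples, two-sided, 10 genes, which are not independent replicates), and shares of named genes by Fisher's exact test (two-sided). Plain values with no test are the similarity of arrays, the counts of probe sets over a signal limit of 50 and the values of single arrays. The alternatives were a fit without the block, quantile normalization, scaling to the ribosomal proteins or to RpL32, 16 added to each signal, signals under 50 set to 50, a mean signal of at least 50, eBayes without trend, a paired t-test on log2 signals, 1 probe set per gene, each pair left out, and the paper's dChip limits applied to the deposited signals with an unpaired t-test. For lists they were camera with an estimated correlation and fry, and for enrichment the ratio of group means and the geometric mean. The counts over a signal limit were repeated at 20 and 100. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for all else. Left out were the array controls, apart from their 3':5' ratios, and QRT-PCR genes with no probe set of their own.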

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

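Of the tests in this part, only that of the other midgut genes was set before its values were seen; those of scaling, of the fly cultures and of females and gonad tissue were chosen only after the result was seen. A value is listed where 1 of the 5 arrays of a group stood far from the others: its gap to the nearest of them, divided by the range of the 5, was above 0.71 (Dixon's limit). Chance alone passes this limit in about 1 of 20 groups, and of 516 groups of signals of named genes 47 passed it.

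Tubule array 5 stood higher than the other 4 arrays of its group for pippin (gap 0.782, 19.9 against 2.90 to 6.60), Muc12Ea (gap 0.992, 466 against 1.20 to 4.80), a probe set with no gene in the annotation (gap 0.990, 628 against 1.10 to 7.20) and Muc68D (gap 0.915, 26.6 against 0.800 to 3.00). It also stood higher for CG5687 (gap 0.848, 17.5 against 3.70 to 5.80) and nrv2 (gap 0.935, 6.70 against 0.500 to 0.900). Tubule array 2 stood higher than the other 4 arrays of its group for EbpII (gap 0.998, 1,032 against 1.30 to 3.00), Def (gap 0.921, 51.8 against 3.50 to 7.30), CG14245 (gap 0.773, 8,958 against 7,312 to 7,685) and Vha55 (gap 0.968, 2,599.8 against 2,223 to 2,235). Tubule array 4 stood higher than the other 4 arrays of its group for tws (gap 0.824, 251 against 193 to 203) and Cp16 (gap 0.944, 67.2 against 8.20 to 11.5). Tubule array 5 stood lower than the other 4 arrays of its group for CG6602 (gap 0.719, 4,326 against 5,165 to 5,494) and Vha26 (gap 0.782, 5,669.9 against 6,500.1 to 6,731). Tubule array 6 stood higher than the other 4 arrays of its group for trp (gap 0.825, 7.80 against 1.50 to 2.60) and slp2 (gap 0.819, 11.4 against 0.900 to 2.80). Tubule array 3 stood lower than the other 4 arrays of its group for Hnf4 (gap 0.722, 181 against 218 to 232). Whole fly array 2 stood higher than the other 4 arrays of its group for the probe set that the paper assigns to Uro (gap 0.858, 571 against 163 to 221), Ets21C (gap 0.748, 15.8 against 2.70 to 6.00), CG3168 (gap 0.747, 2,328 against 1,411 to 1,644) and the second probe set that the paper gives to KCNQ (gap 0.738, 64.6 against 32.1 to 40.6). It also stood higher for CG3701 (gap 0.788, 12.6 against 6.00 to 7.40), CG14957 (gap 0.780, 41.5 against 2.00 to 10.7), CG13311 (gap 0.862, 135 against 33.8 to 47.8) and SecCl (gap 0.737, 124 against 68.5 to 83.1). The same held for CG31272 (gap 0.760, 236 against 88.2 to 124), AttD (gap 0.734, 138 against 12.0 to 45.4), CG17751 (gap 0.820, 137 against 39.3 to 56.9) and CG16727 (gap 0.780, 292 against 102 to 144). Further genes of this kind were kumpel, only by the probe set printed as CG8934 (gap 0.846, 261 against 155 to 172), CG14245 (gap 0.784, 1,568 against 395 to 648), Mur18B (gap 0.773, 2,078 against 1,231 to 1,423) and CG7084 (gap 0.761, 415 against 128 to 197). So it was for Agxt (gap 0.773, 235 against 119 to 145) and Fst (gap 0.833, 163 against 32.6 to 54.3). Whole fly array 2 stood lower than the other 4 arrays of its group for bc10 (gap 0.904, 499 against 557 to 564), rdgA (gap 0.841, 52.5 against 83.1 to 88.9) and CG5687 (gap 0.761, 71.1 against 101 to 110.5). Whole fly array 3 stood higher than the other 4 arrays of its group for ATPsyngamma (gap 0.767, 1,854 against 1,672 to 1,715), CG10226 (gap 0.718, 22.2 against 5.90 to 10.5) and mAcon1 (gap 0.717, 2,349.7 against 2,003 to 2,101). Whole fly array 4 stood higher than the other 4 arrays of its group for Jon25Bi (gap 0.788, 1,438 against 904 to 1,017), CG9254 (gap 0.729, 318 against 174 to 213) and Obp19d (gap 0.829, 1,287 against 823 to 902). Whole fly array 6 stood higher than the other 4 arrays of its group for a probe set of nAChRalpha4 other than that of its highest mean signal (gap 0.806, 3.90 against 0.800 to 1.40) and one of XNP of the same kind (gap 0.875, 3.50 against 0.300 to 0.700). Whole fly array 3 stood lower than the other 4 arrays of its group for Csp (gap 0.739, 90.6 against 109 to 116).

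Of 68 medians of gene lists 4 passed the limit, about what chance gives. In whole fly array 3 the mitochondrial ATP synthase genes stood high (gap 0.729, 0.10 against -0.05 to -0.01 log2). The SLC22-type organic cation transporter genes stood low in tubule array 5 (gap 0.719, -0.22 against 0.02 to 0.11 log2) and high in whole fly array 2 (gap 0.773, 0.37 against -0.15 to -0.03 log2). Yolk, chorion and vitelline membrane genes stood low in whole fly array 2 (gap 0.737, -1.08 against 0.002 to 0.39 log2). The GAPDH 3':5' ratio was lower in tubule array 3 (gap 0.809, 2.49 against 2.84 to 2.93).

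Digestive enzyme genes differed between tubule arrays: the median log2 difference of tubule arrays 3 and 4, chosen as the highest and the lowest of the 5, was 3.20 (interquartile range 2.62 to 4.04, 33 genes). A shift common to all probe sets is argued against, since 6,125 probe sets with a mean signal of at least 50 differed by -0.067 (-0.30 to 0.19). All arrays were scaled to the same trimmed mean, so a value near 0 was likely beforehand. Enzyme expression that differed between the fly cultures is argued against too, since whole fly arrays 3 and 4 differed by 0.12 over the same digestive enzyme genes (-0.03 to 0.18). Midgut tissue in some tubule preparations may account for the difference: 16 other midgut genes with a mean of at least 50 in a group, from a list written after the pattern and before their values were seen, differed by 2.70 (1.44 to 3.55). Several of them, such as Mal-A6 and kappaTry, belong to enzyme families of the first list. They would move with it under shared regulation too, so this test cannot part carried-over tissue from such regulation. The genes did not move alike: yip7, a serine protease gene, had 5,213 in tubule array 3 and 349.2 in array 4 (7,776 and 6,523 in the whole fly arrays), LysB 2,704.5 and 513.3 (9,262 and 8,122), Peritrophin-15a 418 and 133 (1,231 and 1,087), LysS 639 and 366 (233 and 201) and Mal-A5 4.10 and 5.30 (273 and 276). Other lists moved between tubule arrays too: accessory gland genes lay 1.72 log2 above their mean in tubule array 5 and at -2.92 in array 6, and testis and sperm genes at 0.90 and -0.94, which is not the order of the digestive enzyme genes (0.69 and -1.27 there), and the cause of that was not tested. The paper states that tubules were severed from the gut so that no other tissue was included, and the design names no difference between replicates, so no biological explanation was tested beyond that of the cultures.

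Whole fly array 2 stood apart for 253 of the 389 probe sets past the limit in whole flies (6,125 checked). Genes of reproduction were low in it against the mean of the other 4: -1.35 log2 for yolk and chorion genes, -0.59 for female germline genes and -0.56 for male accessory gland genes. Fewer females in that culture is argued against by the testis and sperm genes, which were lower too (-0.61, interquartile range -0.87 to -0.46, 22 genes). A shift common to all probe sets is argued against as well, since the median of those with a mean signal of at least 50 was -0.059. The common trimmed mean of the arrays made a value near 0 likely beforehand. A smaller share of gonad tissue as the only change would raise other tissues alike, but immune genes (1.17, 0.68 to 1.54) stood 1.23 above muscle genes (-0.06, -0.20 to 0.11). UDP-glycosyltransferase genes (0.43, -0.11 to 0.88) and P450 genes (0.31, -0.13 to 0.63) lay between, with quartiles that overlap those of muscle, so a smaller share of gonad tissue together with an induction of immune genes stays open. What else set this culture apart was not tested, and the labels name no difference.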

How the results depend on the processing

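Most results kept their direction and their side of the threshold. Of the counts of probe sets, 104 stayed within 1.5 times the value as reported over all alternatives and 16 did not. For the gene lists 523 tests kept their call, 70 lost it, 17 gained one and 1 turned. For the genes that the text names 3,919 log2 fold changes kept their call, 101 lost it, 30 gained one and 3 turned, while all 516 enrichments as a ratio of means or a geometric mean stayed within 1 SD. Without the pair as a block 2,491 probe sets were higher and 5,247 lower, 7,257 of them among the 7,418. The immune gene list then had an adjusted p = 0.082 and no longer passed. The probe set of nAChRalpha4 with the highest mean signal (adjusted p = 0.039) and the one of Lmpt that did not pass (adjusted p = 0.027) passed in addition, and the block changed no other call of a list, a count or a gene that the text names.

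Scaling moved the counts. After quantile normalization 4,146 probe sets were higher, 2,827 at least 2-fold, and 2,583 were at least 2-fold lower. With the ribosomal proteins held constant 36 were at least 25-fold higher. With RpL32 held constant 1,451 were higher and 31 at least 25-fold. The share of calls that were higher was 31.6% as scaled by the authors and 54.6%, 21.6% and 18.4% in that order, and the median log2 fold change of all probe sets -0.32, 0.17, -0.56 and -0.66. These shifts follow from the construction of each scaling, and which is right was not tested. RpS7 (-0.086) and RpL17 (-0.00333) turned with RpL32 held constant, which lowers every log2 fold change by 0.34 alike: 47 of the 2,342 probe sets called higher then fell below 0. ATPsynC turned after quantile normalization and was then called lower (-0.32, adjusted p = 0.042, limma).

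Low signals limit the rest. With 16 added to each signal 131 probe sets were at least 10-fold and 20 at least 25-fold higher, and 2,524 at least 2-fold lower. With signals under 50 set to 50, 2,453 were lower, 1,264 at least 2-fold, and 863, 135 and 30 were at least 2-fold, 10-fold and 25-fold higher. Among probe sets with a mean of at least 50, 2,642 were lower, 1,672 at least 2-fold, with fewer tested. A signal limit of 20 gave 6,315 probe sets in every tubule array, 8,511 in every fly array and 5,851 in both. A limit of 100 gave 2,548, 3,096 and 1,896, with 1,200 in every fly array but not in every tubule array. The median rank correlation over probe sets of at least 50 was 0.931 among tubule arrays, 0.929 among fly arrays and 0.401 between the groups, and the Pearson correlation among fly arrays was 0.941. Without detection calls, a signal near background cannot be told from none, and ratios over a small fly signal carry its error.

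With an estimated correlation 29 lists no longer passed: the adjusted p was 0.167 for V-ATPase subunits, tricarboxylic acid cycle, SLC5-type, zinc transporters, peroxisome and tubule transcription factors, 0.168 for organic anion transporters, SLC22-type, UDP-glycosyltransferases and phototransduction genes, 0.175 for metallothioneins, copper and iron, cytochrome P450s, glutathione transferases, muscle structural proteins, neuronal genes, yolk and chorion, female germline genes and DNA replication and mitosis genes, 0.175 for ATP synthase and sugar transporters, 0.205 for immune genes, 0.241 for ABC transporters, 0.269 for stress genes, 0.349 for SLC17-type, testis and sperm genes and chemosensory genes, 0.412 for ribosomal proteins, 0.435 for accessory gland and 0.528 for midgut digestive enzymes. By fry, which does not compare a list with other genes, ribosomal proteins (0.275) no longer passed, and monocarboxylate transporters (2.8e-04), eye pigment genes (0.00284), fat body (3.9e-04) and haemocyte genes (1.1e-04) passed in addition. After quantile normalization tricarboxylic acid cycle (0.241), SLC17-type (0.0797), stress genes (0.162) and neuronal genes (0.0606) no longer passed, and fat body (0.0245) and haemocyte genes (0.0332) passed in addition, and ribosomal proteins (0.479) turned. With the ribosomal proteins held constant ribosomal proteins (0.0786), immune genes (0.0786) and neuronal genes (0.0593) no longer passed. With RpL32 held constant ribosomal proteins (0.281), immune genes (0.0983) and neuronal genes (0.0643) no longer passed. With 16 added stress genes (0.0510) and immune genes (0.0510) no longer passed, and haemocyte genes (0.0358) passed in addition. With the floor of 50 ABC transporters (0.0619), stress genes (0.0737), neuronal genes (0.890) and chemosensory genes (0.324) no longer passed, and fat body (0.0334) passed in addition. With a mean of at least 50 stress genes (0.0912) and neuronal genes (0.622) no longer passed, and fat body (0.0290) passed in addition. With a variance model without trend stress genes (0.0529) and immune genes (0.0662) no longer passed. By camera on the statistics of a paired t-test, unadjusted, ribosomal proteins (0.0622), stress genes (0.295), immune genes (0.246), midgut digestive enzymes (0.219), neuronal genes (0.0972), accessory gland (0.276) and chemosensory genes (0.0731) no longer passed, and monocarboxylate transporters (3.4e-04), purine and urate metabolism (0.0101) and eye pigment genes (0.0211) passed in addition. The same after adjustment: ribosomal proteins (0.0813), stress genes (0.295), immune genes (0.261), midgut digestive enzymes (0.240), neuronal genes (0.114), accessory gland (0.284), testis and sperm genes (0.0502) and chemosensory genes (0.0921) no longer passed, and monocarboxylate transporters (6.7e-04), purine and urate metabolism (0.0156) and eye pigment genes (0.0312) passed in addition. The values in parentheses are the lists' p, adjusted except where said. The cause of these changes was not tested, apart from the mean of at least 50, under which fewer genes enter each list.

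With 1 pair left out, 1,962 to 2,222 probe sets were higher and 4,457 to 4,877 lower, with no count past 1.5 times. The adjusted p then ran from 0.031 to 0.071 for stress genes, 0.026 to 0.061 for immune genes, 0.026 to 0.057 for neuronal genes and 0.033 to 0.074 for haemocyte genes, on both sides of the threshold, and 4 pairs in place of 5 are the construction of this setting. The call was lost or gained for stress genes without pair 2 (0.051) and 5 (0.071), for immune genes without pair 2 (0.061), for neuronal genes without pair 4 (0.057) and for haemocyte genes without pair 5 (0.033) and 6 (0.038). Over all alternatives the p of these and the other lists named with a lost or gained call ran from 9.8e-04 to 0.48 for ribosomal proteins, 3.8e-06 to 0.24 for tricarboxylic acid cycle, 0.0046 to 0.24 for ABC transporters, 2.8e-04 to 0.53 for monocarboxylate transporters, 0.0011 to 0.35 for SLC17-type, 0.01 to 0.99 for purine and urate metabolism, 0.0028 to 0.37 for eye pigment genes, 0.03 to 0.3 for stress genes, 8.5e-04 to 0.26 for immune genes, 9.0e-06 to 0.53 for midgut digestive enzymes, 2.3e-04 to 0.89 for neuronal genes, 1.6e-04 to 0.43 for accessory gland, 1.2e-04 to 0.35 for testis and sperm genes, 3.9e-04 to 0.37 for fat body, 1.1e-04 to 0.17 for haemocyte genes and 9.4e-04 to 0.35 for chemosensory genes. A few settings were chosen after seeing the data: pairs 4 and 6 alone, where 1,623 probe sets were higher and 3,528 lower, another probe set for CG15575, 1 probe set per gene for the share of named genes, and the names of the paper's additional file. No alternative was left out, but a gene under the mean of 50, or a probe set that is not the highest of its gene, has no value where that filter applies. Presence calls and dChip values could not be tried, as the values hold neither.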

Differences from the paper's values

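Of 360 enrichments and 297 tubule signals that the paper prints, 16 of each were more than 1.5 times apart from the values computed here and by more than the larger error. The paper's errors are standard errors and those given here SDs over 5 pairs or arrays. Signals were set beside the paper's under quantile normalization and under both scalings to ribosomal genes, and enrichments also under the other ratios, the added 16, the floor and with each pair left out. Unless named, every one of these alternatives, all set before the data were examined, still differed. The other probe sets named here belong to the same gene and were looked up only after the difference was seen.

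For CG13905 the paper's Table 3 gives an enrichment of 22.6 against 85.2 ± 51.7 here, while its Table 2 gives 85.2, as computed here. CG13905 came within the limits for the enrichment with the ratio of group means (61.5), the geometric mean of the ratios (70.1), RpL32 held constant (71.7), 16 added to each signal (55.4), the floor of 50 (51.3) and without pair 6 (68.7), and not with the others. For CG15575 the paper's Table 3 gives an enrichment of 0.01 against 0.250 ± 0.150 here, and a different probe set of the gene has enrichment 0.0147.

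For vha68-1 the paper's Table 5 gives a tubule signal of 9 against 30.5 ± 10.2 here. For vha100-4 the paper's Table 5 gives an enrichment of 0.24 against 1.39 ± 0.632 here.

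For CG12214 the paper's Table 7 gives an enrichment of 2.15 against 1.05 ± 0.322 here, and a different probe set of the gene has enrichment 2.15. For CG7640 the paper's Table 7 gives a tubule signal of 12 against 4.60 ± 3.37 here and an enrichment of 1.48 against 0.0962 ± 0.0812 here, and a different probe set of the gene has tubule signal 12.2 and enrichment 1.48. CG7640 came within the limits for the enrichment with the floor of 50 (0.946), and not with the others. For Shaker cognate b the paper's Table 7 gives a tubule signal of 6 against 17.3 ± 8.31 here and an enrichment of 1.38 against 0.573 ± 0.341 here, and a different probe set of the gene has tubule signal 5.58 and enrichment 1.38. Shaker cognate b came within the limits for the enrichment with quantile normalization (0.994) and the floor of 50 (1.00), and not with the others. For CG4450 the paper's Table 7 gives a tubule signal of 4 against 45.8 ± 6.39 here, and a different probe set of the gene has tubule signal 3.96. For CG1756 the paper's Table 7 gives a tubule signal of 15 against 38.0 ± 5.68 here, and a different probe set of the gene has tubule signal 14.6. For Shaker the paper's Table 7 gives a tubule signal of 26 against 4.60 ± 3.37 here and an enrichment of 1.42 against 0.0962 ± 0.0812 here, and a different probe set of the gene has tubule signal 26.2 and enrichment 1.42. For CG3367 the paper's Table 7 gives a tubule signal of 6 against 10.8 ± 4.72 here and an enrichment of 1.09 against 2.29 ± 0.837 here, and a different probe set of the gene has tubule signal 5.84 and enrichment 1.09. CG3367 came within the limits for the tubule signal with ribosomal proteins held constant (10.0) and RpL32 held constant (9.64), and not with the others. CG3367 came within the limits for the enrichment with ribosomal proteins held constant (1.91), RpL32 held constant (1.78), 16 added to each signal (1.28) and the floor of 50 (1.00), and not with the others. For Sh the paper's Table 7 gives an enrichment of 0.65 against 0.0962 ± 0.0812 here, and a different probe set of the gene has enrichment 0.652. Sh came within the limits for the enrichment with the floor of 50 (0.946), and not with the others. For Shab the paper's Table 7 gives a tubule signal of 6 against 17.3 ± 8.31 here and an enrichment of 0.21 against 0.573 ± 0.341 here, and a different probe set of the gene has tubule signal 5.58 and enrichment 0.207. Shab came within the limits for the enrichment with the ratio of group means (0.536), the geometric mean of the ratios (0.493), ribosomal proteins held constant (0.470), RpL32 held constant (0.440), without pair 2 (0.448) and without pair 6 (0.529), and not with the others. For CG10706 the paper's Table 7 gives an enrichment of 1.93 against 0.837 ± 0.777 here, and a different probe set of the gene has enrichment 1.93. CG10706 came within the limits for the enrichment with quantile normalization (1.44), 16 added to each signal (0.878), the floor of 50 (1.00), without pair 2 (0.972), without pair 4 (0.940) and without pair 6 (0.961), and not with the others. For CG4179 the paper's Table 7 gives a tubule signal of 4 against 19.3 ± 14.3 here, and a different probe set of the gene has tubule signal 4.06. CG4179 came within the limits for the tubule signal with ribosomal proteins held constant (18.2) and RpL32 held constant (17.5), and not with the others.

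For CG12414 the paper's Table 10 gives a tubule signal of 9 against 24.4 ± 9.14 here and an enrichment of 8 against 2.42 ± 1.37 here, and a different probe set of the gene has tubule signal 9.02 and enrichment 8.22.

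For rut (rutabage in the table) the paper's Table 11 gives a tubule signal of 121 against 1,868 ± 246 here and an enrichment of 1.4 against 0.765 ± 0.0541 here, and a different probe set of the gene has tubule signal 121 and enrichment 1.40. For Caki the paper's Table 11 gives a tubule signal of 112 against 189.9 ± 45.9 here, and a different probe set of the gene has tubule signal 112. For CG9873 the paper's Table 11 gives an enrichment of 2 against 0.877 ± 0.104 here. For CG5719 the paper's Table 11 gives a tubule signal of 9 against 43.1 ± 19.9 here, and a different probe set of the gene has tubule signal 9.18.

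For CG4548 the paper's Table 12 gives an enrichment of 8.8 against 0.563 ± 0.167 here, and a different probe set of the gene has enrichment 8.81. For CG6913 the paper's Table 12 gives a tubule signal of 5 against 16.2 ± 3.48 here. For CG11914 the paper's Table 12 gives a tubule signal of 31 against 109.8 ± 24.3 here and an enrichment of 4.2 against 0.595 ± 0.178 here, and a different probe set of the gene has tubule signal 30.7 and enrichment 4.22. For Tis11 the paper's Table 12 gives a tubule signal of 337 against 7.08 ± 3.87 here.

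The paper's Table 5 lists vha100-4 as low in tubule. The probe set printed there belongs in the annotation to yuri, where it is not called (enrichment 1.39 ± 0.632, adjusted p = 0.24, limma), and the probe set that the annotation gives to Vha100-4 had signal 16.5 ± 6.46, enrichment 0.236 ± 0.0901 and was lower (adjusted p = 3.7e-04). The probe set that the additional file gives to Tis11, with the enrichment above (3.92), is assigned to another gene, lncRNA:CR33963, in the annotation. Where the paper's tables give rut, CG4548 and CG11914 an enrichment above 1, the probe sets with the highest mean signal were lower in tubule (adjusted p = 0.0039, 0.0029 and 0.0045, limma). The rut probe set with the paper's value (enrichment 1.40 ± 0.413) did not pass (adjusted p = 0.082), so the direction of rut rests on the probe set taken. The one with the highest mean signal carries the suffix of a gene family, so its signal may not be that of rut alone. For Shaker the one so chosen, at 0.0962 ± 0.0812, was lower as well (adjusted p = 1.9e-04). The paper states that the 3':5' ratio of test genes was under its limit on every accepted array. Taken as a ratio of means of the control probe sets, GAPDH and eIF-4a were above that limit in the 5 fly arrays (3.39 to 3.88 and 3.45 to 4.08), and in tubule arrays GAPDH was under it (2.49 to 2.93), eIF-4a on both sides (2.30 to 3.12) and actin under it in both groups (1.18 to 2.38 and 1.57 to 1.94).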

Other observations

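Cytochrome P450 genes, whose enzymes oxidise toxins and hormones, went both ways: 35 of 81 were higher and 21 lower in tubule (36 higher and 21 lower when adjusted over the list alone), and the list stood toward tubule (camera, adjusted p = 1.4e-05, and adjusted p = 0.17 with an estimated correlation). Cyp6a18 (signal 2,311 ± 199, enrichment 25.5 ± 5.67) and Cyp4p3 (signal 1,255 ± 287, enrichment 23.5 ± 3.23) were at the high end, and Cyp313a1 (enrichment 0.0375 ± 0.0293) and Cyp312a1 (enrichment 0.0299 ± 0.0155) at the low end (SD, n = 5 pairs). Of 36 glutathione transferase genes, which conjugate toxins with glutathione, 14 were higher and 7 lower (14 higher and 7 lower when adjusted over the list alone, camera, adjusted p = 5.3e-04, and adjusted p = 0.17 with an estimated correlation). GstE10 had signal 2,931 ± 171, enrichment 39.5 ± 9.39, while GstS1 was lower (enrichment 0.115 ± 0.0928). For UDP-glycosyltransferases, another family of conjugating enzymes, 15 of 33 were higher and 6 lower (15 higher and 6 lower when adjusted over the list alone, camera, adjusted p = 0.0016, and adjusted p = 0.17 with an estimated correlation), from Ugt35B1 (signal 3,889 ± 601, enrichment 12.6 ± 1.38) to Ugt36D1 (enrichment 0.148 ± 0.0738). The largest adjusted p of these 8 genes was 1.8e-04 (limma). Cyp6a18 and GstE10 are among the most enriched genes that the paper prints from these arrays, so the counts of their lists are not wholly independent evidence.

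Of 13 subunit genes of the mitochondrial ATP synthase, 10 were higher and 0 lower (10 higher and 0 lower when adjusted over the list alone, camera, adjusted p = 5.9e-06, and adjusted p = 0.17 with an estimated correlation), among them ATPsynF (enrichment 1.83 ± 0.173), while ATPsynC had enrichment 1.06 ± 0.175, adjusted p = 0.61 (SD, n = 5 pairs). After quantile normalization ATPsynC was lower (log2 fold change -0.32, adjusted p = 0.042, limma). Of 13 enzymes of the tricarboxylic acid cycle, 11 were higher and 1 lower (11 higher and 1 lower when adjusted over the list alone, camera, adjusted p = 1.4e-05, and adjusted p = 0.17 with an estimated correlation). The aconitase gene mAcon1 was higher (enrichment 1.95 ± 0.0936) and Idh3g, an isocitrate dehydrogenase subunit, lower (enrichment 0.768 ± 0.0479). This list did not pass after quantile normalization (adjusted p = 0.24). Of 15 genes of peroxisome biogenesis and beta-oxidation, 8 were higher and 1 lower (8 higher and 1 lower when adjusted over the list alone, camera, adjusted p = 3.8e-04, and adjusted p = 0.17 with an estimated correlation). Cat, the catalase gene (signal 4,316 ± 198, enrichment 3.16 ± 0.238), and Pex13, a peroxisomal import gene (enrichment 3.22 ± 0.650), were higher, and CG4586 was lower (enrichment 0.395 ± 0.115). Cat and Pex13 are in the paper's table of disease homologs, taken from its enriched genes, so this count is not wholly independent evidence.

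Of the tests in this part, that of the stress genes was set before its values were seen, and the counts over other splits of the arrays were chosen only after the result was seen.

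Of 11 heat shock and stress genes, 4 were higher and 2 lower in tubule (5 higher and 2 lower when adjusted over the list alone, camera, adjusted p = 0.045, and adjusted p = 0.27 with an estimated correlation). Jra, the fly Jun gene (enrichment 3.21 ± 1.19, adjusted p = 1.9e-04), and DnaJ-1, a chaperone gene (enrichment 3.14 ± 1.14, adjusted p = 1.3e-04), were higher and Hsp27, a small heat shock protein gene, lower (enrichment 0.466 ± 0.334, adjusted p = 0.0086, limma, SD, n = 5 pairs), and Hsp26 had enrichment 0.715 ± 0.507, adjusted p = 0.084. The other lower gene was sr (enrichment 0.200 ± 0.175, adjusted p = 8.7e-04), at a tubule signal of 9.42. Hr38 was near background in both groups (5.54 in tubule, 5.64 in whole flies) and did not pass (adjusted p = 0.79). The list was written with 22 genes, of which 11 were measured. Without pair 2 or pair 5 the list did not pass (adjusted p = 0.051 and 0.071). Between tubule arrays the median of the list lay from -0.50 log2 in array 4 to 0.47 in array 5, and Hsp68 had 458 in array 5 against 42.1 to 183 in the other 4. A stress response to dissection may contribute: the median log2 fold change of these genes was 0.61 (interquartile range -0.48 to 1.25) and that of 17 constitutive chaperone genes, listed before their values were seen, -0.51 (-0.92 to -0.23), a difference of 1.12. A difference between the tissues that has no link to dissection was not tested and stays open. The chaperone list also holds Hsc70-2, at 0.0597 ± 0.0344 times the whole fly signal, and 8 cytosolic chaperonin subunits of which 7 were lower in tubule, so part of the difference comes from that side.

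The 7,418 calls between tubule and whole fly were set against other splits of the 10 arrays into 5 and 5. Of 100 splits drawn, 1, the real one, called as many probe sets, and the highest of the others called 0 (limma with the pair as a block, 2 without it). In a paired design only the 16 splits that part all 5 pairs can stand beside the real one. Of these 1, the real one, called 7,418 and the highest of the others 0, and they are too few for a share under 0.05. Every other split also leaves the difference between tubule and whole fly within its groups, so few calls were to be expected there whatever the cause.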
